# Distinctive Profile of IsomiR Expression and Novel MicroRNAs in Rat Heart Left Ventricle

**DOI:** 10.1371/journal.pone.0065809

**Published:** 2013-06-14

**Authors:** Mary K. McGahon, Janet M. Yarham, Aideen Daly, Jasenka Guduric-Fuchs, Lyndsey J. Ferguson, David A. Simpson, Anthony Collins

## Abstract

MicroRNAs (miRNAs) are single-stranded non-coding RNAs that negatively regulate target gene expression through mRNA cleavage or translational repression. There is mounting evidence that they play critical roles in heart disease. The expression of known miRNAs in the heart has been studied at length by microarray and quantitative PCR but it is becoming evident that microRNA isoforms (isomiRs) are potentially physiologically important. It is well known that left ventricular (patho)physiology is influenced by transmural heterogeneity of cardiomyocyte phenotype, and this likely reflects underlying heterogeneity of gene expression. Given the significant role of miRNAs in regulating gene expression, knowledge of how the miRNA profile varies across the ventricular wall will be crucial to better understand the mechanisms governing transmural physiological heterogeneity. To determinine miRNA/isomiR expression profiles in the rat heart we investigated tissue from different locations across the left ventricular wall using deep sequencing. We detected significant quantities of 145 known rat miRNAs and 68 potential novel orthologs of known miRNAs, in mature, mature* and isomiR formation. Many isomiRs were detected at a higher frequency than their canonical sequence in miRBase and have different predicted targets. The most common miR-133a isomiR was more effective at targeting a construct containing a sequence from the gelsolin gene than was canonical miR-133a, as determined by dual-fluorescence assay. We identified a novel rat miR-1 homolog from a second miR-1 gene; and a novel rat miRNA similar to miR-676. We also cloned and sequenced the rat miR-486 gene which is not in miRBase (v18). Signalling pathways predicted to be targeted by the most highly detected miRNAs include Ubiquitin-mediated Proteolysis, Mitogen-Activated Protein Kinase, Regulation of Actin Cytoskeleton, Wnt signalling, Calcium Signalling, Gap junctions and Arrhythmogenic Right Ventricular Cardiomyopathy. Most miRNAs are not expressed in a gradient across the ventricular wall, with exceptions including miR-10b, miR-21, miR-99b and miR-486.

## Introduction

MicroRNAs (miRNAs) are single-stranded non-coding RNAs consisting of 18–25 nucleotides (nts) that negatively regulate target gene expression through mRNA cleavage or translational repression [1]. In recent years miRNAs have been implicated in the control of expression of many proteins in development and pathology. In particular there is mounting evidence that they play critical roles in diseases of the heart [2]–[4], and they have great potential as circulating biomarkers of cardiac damage [5].

The rat heart has provided a useful model for the study of heart physiology and disease for many years, and this utility has been extended to investigations into the role of miRNAs. Numerous recent studies have used the rat heart and rat heart cells to demonstrate the involvement of miRNAs in ischaemia [6]–[20], hypertrophy [21]–[29], heart failure [30]–[34], fibrosis [35]–[38], apoptosis [6], [10], [17], [39]–[43], metabolism [44], [45], angiogenesis [11], [46]–[48], drug action [11], [15], [16], [49]–[51] and arrhythmogenesis [35], [51].

Analysis of sequencing-based miRNA expression data has revealed that individual miRNAs exist not just as a single canonical sequence but exhibit a range of sequence variants or ‘isomiRs’ [52]–[55]. These isomiRs can have additions or truncations at their 5′ or 3′ end, or internal single-base differences. The variation between isomiRs occurs during biogenesis due to cleavage by the RNaseIII enzymes Dicer and/or Drosha at alternative sites or post-transcriptional editing. The availability of the rat whole genome sequence makes it possible to differentiate isomiRs of a single microRNA from closely related microRNAs with very similar sequences that originate from separate miRNA genes, designated ‘a’, ‘b’, etc. (for some microRNAs several genes exist which result in the same mature sequence and in this case it is not possible to determine whether specific isomiRs are formed preferentially from one gene). The distribution of isomiRs indicates that they are not randomly generated, and may have (patho)physiological importance [56]–[58]. Indeed, specific isomiRs have been shown to be functional and to have target gene repertoires that differ from those of their corresponding canonical miRNAs [59], [60]. Recent data suggests the possibility of isomiR-specific gene targeting in the heart [61], [62].

The vast majority of myocardial miRNA expression profiling studies to date have used microarray technologies or quantitative PCR (qPCR). Although much useful data has emerged from these studies, these techniques, like all methodological approaches, have limitations. Microarrays and qPCR assays are designed to detect and quantify molecular species that are already known to exist; novel sequences are not detected. IsomiRs would either be indistinguishable from the canonical sequence or not detected at all. The former is likely in microarray-based methods while the latter could apply in qPCR, depending on the type of isomiR. In contrast to the aforementioned methods ‘next-generation’ or ‘deep’ sequencing is able to detect and quantify novel sequence variants as well as those already known. We therefore used next-generation sequencing to characterise the expression profile of miRNAs in rat heart left ventricular wall, identify novel miRNAs and novel orthologs not previously characterised in this species and determine the relative expression of isomiRs of individual miRNAs. To our knowledge this is the first report of miRNA deep sequencing data from rat heart using the Illumina platform. We detected several novel rat miRNAs and multiple novel isomiRs of known miRNAs, many of which were detected at a higher frequency than the corresponding mature sequence recorded in miRBase [63], [64].

The well established heterogeneity of cardiomyocyte physiology across the left ventricular wall influences both normal heart function and pathophysiology [65], [66] and likely reflects underlying heterogeneous gene expression. Given the significant role of miRNAs in regulating gene expression, knowledge of how the miRNA profile varies across the ventricular wall will be crucial to understand the mechanisms governing transmural physiological heterogeneity. Data describing transmural miRNA expression is very limited and we therefore undertook the first comprehensive determination of miRNA expression profiles at different locations across the left ventricular wall. We have found that most miRNAs are not expressed in a gradient across the ventricular wall, with the exceptions of miR-10b, miR-21, miR-99b and miR-486.

## Methods

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health; and the United Kingdom Animals (Scientific Procedures) Act, 1986. The protocol was approved by the Animal Research Ethics Committee of Queen’s University Belfast (Project Licence: PPL 2683).

### miRNA Library Preparation

The hearts of 3 male 8 month old Sprague-Dawley rats were rapidly extracted after euthanasia with sodium pentobarbital. A section of the free wall of the left ventricle was dissected into epicardium, mid-myocardium and endocardium by cutting approximately 1 mm from the epicardial and endocardial surfaces. Tissue was weighed, chopped, stored in RNAlater RNA stabilisation reagent (Qiagen, Crawley UK) and then flash frozen in liquid nitrogen before placing in storage at −80°C. Small RNA was extracted (miRNeasy Kit; Qiagen), quantified (Nanodrop; Thermo Scientific) and quality assessed for degradation (RNA Nano Chip, Bioanalyser 2100; Aligent Technologies, Wokingham UK; only samples with a RNA integrity no. (RIN) ≥8 were carried forward) and retention of small RNA (Small RNA Chip, Bioanalyser 2100). Small RNA was preferentially ligated with adapters, reverse transcribed into cDNA and amplified with 9 individually tagged primer indices (TruSeq Small RNA Sample Preparation Kit; Illumina, Little Chesterford, UK) and a library of small RNA created for each sample. After gel purification the cDNA products were again analysed on the bioanalyser using a High Sensitivity DNA Chip and assessed for the presence and concentration of the peak corresponding to ligated and tagged miRNA (approximately 147 nt). It was observed that the successful presence of an appropriate end product was not wholly dependent on the integrity of the initial RNA sample (RIN; See Fig. S1) but could be better predicted from the presence or relative absence of a range of small RNA species (tRNA, 5S and miRNA) assessed on the Small RNA Chip electropherogram; therefore only samples with suitable RIN values exhibiting good retention of small RNA species were used for library preparation. After pooling, the samples were sequenced by TrinSeq (Trinity Genome Sequencing Lab & Neuropsychiatric Genetics Group, Trinity College Dublin, Ireland (http://www.medicine.tcd.ie/sequencing); using TruSeq SR Cluster Kit v5 (Illumina) and the resultant data trimmed and aligned to miRBase v18 (CLC Genomics Workbench v4.0; CLC bio, Swansea UK).

### PCR

Genomic DNA was extracted from rat heart (Direct PCR lysis reagent; Viagen Biotech Inc, Los Angeles, CA, USA) to form the template for confirmation of the stem loop sequence for pre-miR-486 in a PCR reaction using primers (Table S1) designed from a rat genomic DNA sequence (gnl|ti|1621823597; gnl|ti|1718641223) not present in the most recent build of the rat genome (Baylor 3.4), and DreamTaq polymerase (Fermentas). Cycling parameters were: 95°C for 3 min, 35× (95°C for 30 s, 49°C for 30 s, 72°C for 20 s), 72°C for 15 min. Amplified products were sequenced (Genomics Core, Queen’s University Belfast).

Quantitative PCR was carried out using Taqman small RNA assays and TaqMan gene expression assays (Invitrogen – Life Technologies Ltd, Paisley, UK) on RNA samples from rat hearts dissected and extracted as detailed above. REST 2009 software [67], [68] was used to determine the expression ratio between epicardial and endocardial samples using multiple endogenous controls which were tested for consistent expression across samples using BestKeeper [69].

### Plasmid Construction

A 102 bp fragment of the human gelsolin sequence (NCBI Reference: Chromosome 9, NC_000009.11 (124030380.124095120)) was amplified from human genomic DNA (Bioline, London, UK) by a two-stage nested PCR using Phusion® Hot Start II High-Fidelity DNA Polymerase (see Table S1 for primer sequences).

The product was restricted with *Xho*I and *Bam*HI and ligated into pmR-mCherry (Clontech, Saint-Germain-en-Laye, France; modified as described [70]). The final product (pmChGSN) has the CMV promoter driving transcription of mCherry with the gelsolin fragment as 3′ UTR.

The plasmid pSM30 (encoding EGFP) was used for expression of miRNAs [71]. Complementary pairs of oligonucleotides (25 µM) encoding artificial miRNA sequences (miR-133a canonical isomiR and most common isomiR (miR-133a(v))), a siRNA sequence designed to down regulate mCherry expression (siR-mCh), or a random non-targeting negative control sequence (NTC) were annealed and ligated (T4 DNA ligase; New England Biolabs, Hitchin, UK) into pSM30 restricted with *Bsm*BI (New England Biolabs, Hitchin, UK). Oligonucleotide sequences are shown in Table S2.

Following confirmation of inserts by DNA sequencing (Genomics Core, Queen’s University Belfast, UK), plasmids were prepared with a Maxiprep kit (Qiagen, West Sussex, UK) following the manufacturer’s instructions. Custom oligonucleotides were purchased from Eurogentec (Seraing, Belgium).

### Dual Fluorescence miRNA Targeting Assay

This assay has been described in detail previously [70]. HEK293 cells were plated into a 24-well plate. The following day, cells were transiently transfected with pmChGSN, in addition to one of pSM30miR-133a, pSM30miR-133a(v), pSM30NTC or pSM30siR-mCh using Turbofect Transfection reagent (Thermo Scientific, Hemel Hempstead, UK). Cells were imaged at 20X magnification using a Nikon Eclipse TE2000-U microscope equipped with a 488 nm filter (red; mCherry fluorescence) and a 550 nm filter (green; EGFP fluorescence). Red and green images were acquired of multiple fields using NIS Elements software (Nikon, Badhoevedorp, Netherlands). Cross-channel bleed-through was found to be negligible by acquiring red images of cells transfected with pSM30miR-133a only, and green images of cells transfected with pmChGSN only. These images were then used for subtraction of background fluorescence. Images in tiff format were analysed by Volocity software (Volocity 5.5.1, PerkinElmer Inc., Waltham, MA, USA). We developed a Volocity pipeline for identifying cells in green images and measuring the total red and green intensities of each identified cell. Data were exported in Microsoft Excel format for further analysis (Prism 4, GraphPad, San Diego, CA, USA).

## Results

### Overview of Next Generation Sequencing Data

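Mid-myocardium from the left ventricle of 3 rat hearts (hearts 6, 7 and 8) was sequenced as TruSeq small RNA libraries, with 1 library per heart. The authors deposited every annotated sequence in RPMM on the annotated reads of its library, the same reads grouped on the mature miRNA, and counts of the unannotated sequences. Each RPMM value of an annotated sequence was a whole number of reads over the annotated reads of its library, so the reads were recovered from the values. The recovered annotated reads numbered 283991 in heart 6, 753214 in heart 7 and 1052663 in heart 8. The deposited unannotated sequences, each with at least 10 reads over the 9 libraries of the study, added 153988, 435312 and 899228 reads. The smallest abundance that 3 reads can show was 10.6 RPMM in heart 6, 3.98 in heart 7 and 2.85 in heart 8. Grouped miRNAs were put on the total annotated reads of each library, since the deposited grouped values of the * sequences and of the other miRNAs were on different totals. Mid-myocardial values are means ± SD over the 3 hearts unless stated otherwise. Shares of single libraries carry 95% Wilson intervals, and these intervals and floors cover counting error only, because PCR reads without molecular identifiers are not independent molecules.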

A total of 2,947,762 reads between 12 and 73 nt in length were produced by next generation sequencing of the 3 samples of mid-myocardium (Fig. 1). miRNAs were aligned and grouped on the mature sequence, allowing for up to 2 mismatches within the sequence and/or 3 additions or deletions from either the 5′ or 3′ ends. This identified 1,782,482 reads that were annotated to known miRNA sequences from *Rattus norvegicus* entries in miRBase v18 and a further 307,672 annotated to miRNA sequences only previously reported in other species (potentially representing novel orthologs). 

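The reads recovered for rat entries were 238082 in heart 6, 637654 in heart 7 and 906460 in heart 8, a sum of 1782196. For entries of other species they were 45909, 115560 and 146203, a sum of 307672. Together these reads fell on 7560 different sequences in heart 6, 13392 in heart 7 and 16293 in heart 8.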

The proportions of reads of length >12 representing known rat miRNAs, potential novel orthologs or not matching any known miRNA (unannotated) are shown in Fig. 1. 

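Of the annotated and deposited unannotated reads as a whole (3578396 over the 3 libraries), 51.5% ± 4.38 were annotated to rat entries, 9.23% ± 1.56 to other species, and 39.3% ± 5.92 were unannotated. This total is above the paper's for the same samples, so shares that count unannotated reads rest on a different set of reads here. The sequences analysed here were 15 to 55 nts long, and 13274 of the unannotated sequences had reads in mid-myocardium. Heart 8 had the highest unannotated share, 46.1%, against 35.2% in heart 6 and 36.6% in heart 7.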

In all 3 samples the median length of reads was 22 nts and 80.73±0.20% (mean ± sem) of the reads at this length were annotated to known rat miRNA sequences. 

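The most common length was also 22 nts in each library. At this length the share of reads annotated to rat entries was 83.4% in heart 6 (interval 83.2 to 83.6), 83.9% in heart 7 (83.8 to 84.1) and 85.6% in heart 8 (85.5 to 85.7), with a mean of 84.3% ± 1.12. With the unannotated reads left out, the mean share at 22 nts was 88.0%.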

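Grouped on the mature sequence, 145 rat miRNAs had at least 10 reads in at least 1 mid-myocardial library, of the 151 that the grouped table lists for the whole study. With at least 10 reads required in all 3 libraries the number was 118, and with the reads of the 3 libraries summed it was 151. The alternative that moved the number most was to count reads of the exact mature sequence, which left 108. Regrouping the read-level sequences by their annotated name gave 179.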

In total, 145 previously characterised rat miRNA sequences had representation of ≥10 raw reads prior to normalisation (Table S3; S3A compiled from miRNAs with ≥10 raw ‘exact mature’ reads, S3B compiled from miRNAs with <10 ‘exact mature’ reads but ≥10 ‘grouped on mature’ raw reads) in at least one of the 3 samples. Using the same criteria a further 68 potential novel orthologs were identified (Table S4). 

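The grouped table lists 81 miRNAs under other species, and 68 of them reached 10 reads in at least 1 mid-myocardial library. In all 3 libraries 30 did so, and 15 did so by reads of the exact mature sequence in at least 1 library. Without heart 8, which had the most reads, the number was 51.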

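Of the 72 * sequences in the grouped table, 60 had at least 10 reads in at least 1 mid-myocardial library, 32 in all 3 libraries. A major strand was listed in the same table for 52 of the 60, and 9 of these * sequences were more abundant than their major strand, 7 of them in every heart. The ratio of mean RPMM was 99.3 for miR-140*, whose major strand had 27 reads over the 3 libraries, 7.74 for miR-28*, 3.32 for miR-151* and 1.32 for miR-126*. The ratio for miR-126* was below 1 in heart 8, at 0.973. Taking the major strand from the read-level table where the grouped table lists none, an alternative chosen after the first number was seen, gave 16 of 59, of which 3 had at most 3 reads of the major strand. Under that alternative miR-501* was the 1 sequence without reads of its major strand.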

Additionally all reads of sequences originally reported in miRbase as the minor strand (*) were grouped (upon similar criteria as above; Table S5) resulting in a further 58 miRNAs of interest, 16 of which (including miR-126*, miR-140*, miR-151* and miR-28*) were detected between 1.23 and 99.56 fold higher in the * form than the ‘major’ mature sequence, while miR-501* was not detected in the major mature strand form. By combining the 3 sample groups and normalising to reads per million mapped (RPMM), the most highly detected miRNAs (≥1000 RPMM) were identified (Fig. 2). miR-22, miR-486, miR133a and miR-143 were detected at greater than 100,000 RPMM. 

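On the total annotated reads, miR-22 was detected at 159357 ± 25805 RPMM, miR-486 at 117242 ± 22516, miR-133a at 107393 ± 19735 and miR-143 at 98836 ± 19030. Thus 3 miRNAs had a mean above 100000 RPMM, and 4 when the deposited grouped values were used unchanged, an alternative chosen after the values were seen. miR-143 was above 100000 RPMM in heart 7 (120806), with 88200.0 in heart 6 and 87502 in heart 8. miR-486 was above miR-143 in each heart (135701, 123868 and 92157 RPMM in hearts 6, 7 and 8), while miR-133a (97095, 94937 and 130146) was above miR-486 in heart 8 and below miR-143 in heart 7.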

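In mid-myocardium 16 miRNAs had a mean above 10000 RPMM and 56 a mean above 1000 RPMM, the first number including those above 100000. In the single libraries 54, 56 and 54 miRNAs were above 1000 RPMM in hearts 6, 7 and 8. With the total restricted to rat entries the numbers were 19 and 59. The 10 most abundant miRNAs held 68.0% of the annotated reads and the 56 held 92.3%.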

Twelve miRNAs were detected at greater than 10,000 RPMM and a further 40 miRNAs were detected at greater than 1,000 RPMM. 

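The * sequences with a mean above 1000 RPMM were miR-126* (7990.0 ± 1968 RPMM), miR-151* (5568 ± 1448), miR-28* (2368 ± 327), miR-30e* (1442 ± 31.2), miR-140* (1315 ± 249) and let-7d* (1215 ± 236).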

Six of the top 56 most highly detected miRNAs were * sequences. Fifty-three of the top 56 most highly detected miRNAs were previously annotated rat miRNAs, but the second most highly detected miRNA mapped to the human miRNA hsa-miR-486-5p and has yet to be registered in miRBase as a rat miRNA, although Small *et al.* [72] have shown it to be highly expressed in rat myocardium. 

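Of the reads of miR-486 in mid-myocardium, 97.1% were filed under the Bos taurus entry, 2.60% under Macaca mulatta and 0.252% under Mus musculus. miR-486 ranked 2 in hearts 6 and 7 and 3 in heart 8, where miR-133a was above it. With the reads of the 3 libraries summed, its rank was 3.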

Characterisation of the rat miR-486 gene is described below.

**Figure 1:**
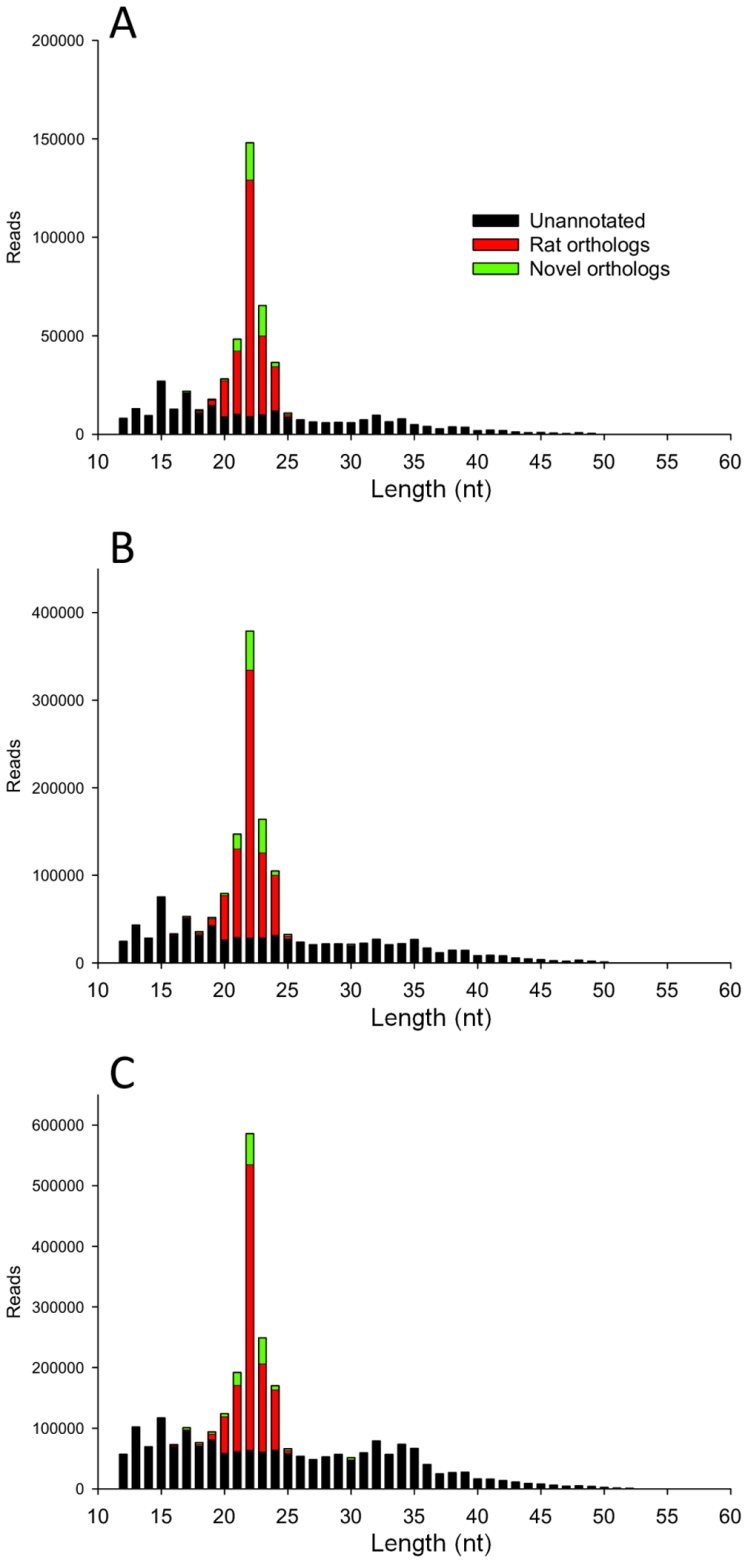
Length distribution analysis of small RNA sequences in 3 mid-myocardial rat samples. Reads greater than 12 nt are included. Red bars represent reads annotated to known rat miRNAs (miRBase v18), green bars represent reads annotated to miRNAs in other species (novel orthologs) and black bars represent unannotated small RNA sequences.

**Figure 2:**
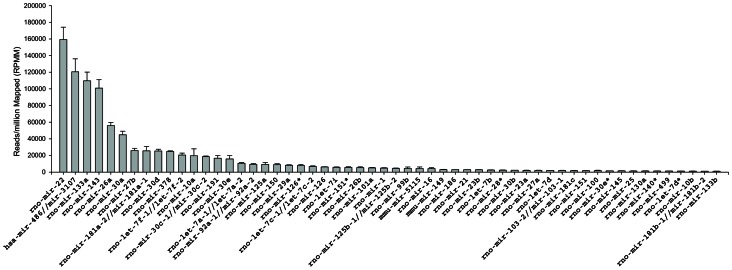
miRNA detection frequency. Most highly detected miRNAs grouped on mature sequence, normalised to total annotated reads (expressed in reads per million mapped (RPMM) from 3 rat mid-myocardial samples).

Individually, miR-22 has been implicated in the phenylephrine- or angiotensin II-induced hypertrophic reduction in phosphatase and tensin homolog (PTEN) [24]; miR-26a and 30d in calcium dependent cardiac dysfunction [73], and miR-27b in heart development and hypertrophy [74], [75]. PTEN and Foxo1a are known targets of miR-486 [72]. Of particular note in the context of cardiac physiology, miR-486 is predicted by TargetScan 6.2 (Whitehead Institute for Biomedical Research) to target the transcription factor IRX5, which negatively regulates K_v_4.2 K^+^ channel expression [76], [77].

### Abundance of isomiR Sequences

The frequency of isomiRs with 5′ and/or 3′ variations from the canonical (miRBase) sequence is summarised in Fig. 3 for a mid-myocardial sample. 

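The deposited files hold no hairpin sequences, so the 5′ and 3′ arms were pooled here, a choice made after the files were seen. Reads were aligned to the mature entry with at most 3 nts added or removed at the 5′ end. The 3′ end differed from the canonical end by length in 53.0% ± 2.47 of the aligned rat reads, with 31.9% ± 2.83 longer and 21.1% ± 3.68 shorter. The 5′ end differed in 9.91% ± 0.982, with 9.19% ± 0.969 shorter and 0.718% ± 0.0276 longer. Leaving out the most abundant miRNA moved both shares most, to 64.9% at the 3′ end and 12.2% at the 5′ end.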

Of the sequences derived from the 5′ arm of the hairpin miRNA, 62.6% varied from the canonical sequence at the 3′ end (with approximately half being longer and half being shorter), and 3.6% varied at the 5′ end (with approximately two-thirds being shorter). Of the sequences derived from the 3′ arm, 50.1% varied from the canonical sequence at the 3′ end (with approximately three-fifths being longer), and 13.8% varied at the 5′ end (with a strong bias towards shorter variants). This distribution is similar to that found in cardiomyocyte-derived HL-1 cells [61]. The greater 5′ end variability in the 3' arm-derived compared to 5' arm-derived miRNAs corresponds with the previously reported higher fidelity of Drosha *vs* Dicer cleavage [78]. Variability at the 3' end is also influenced by post-cleavage processing [79], [80].

**Figure 3:**
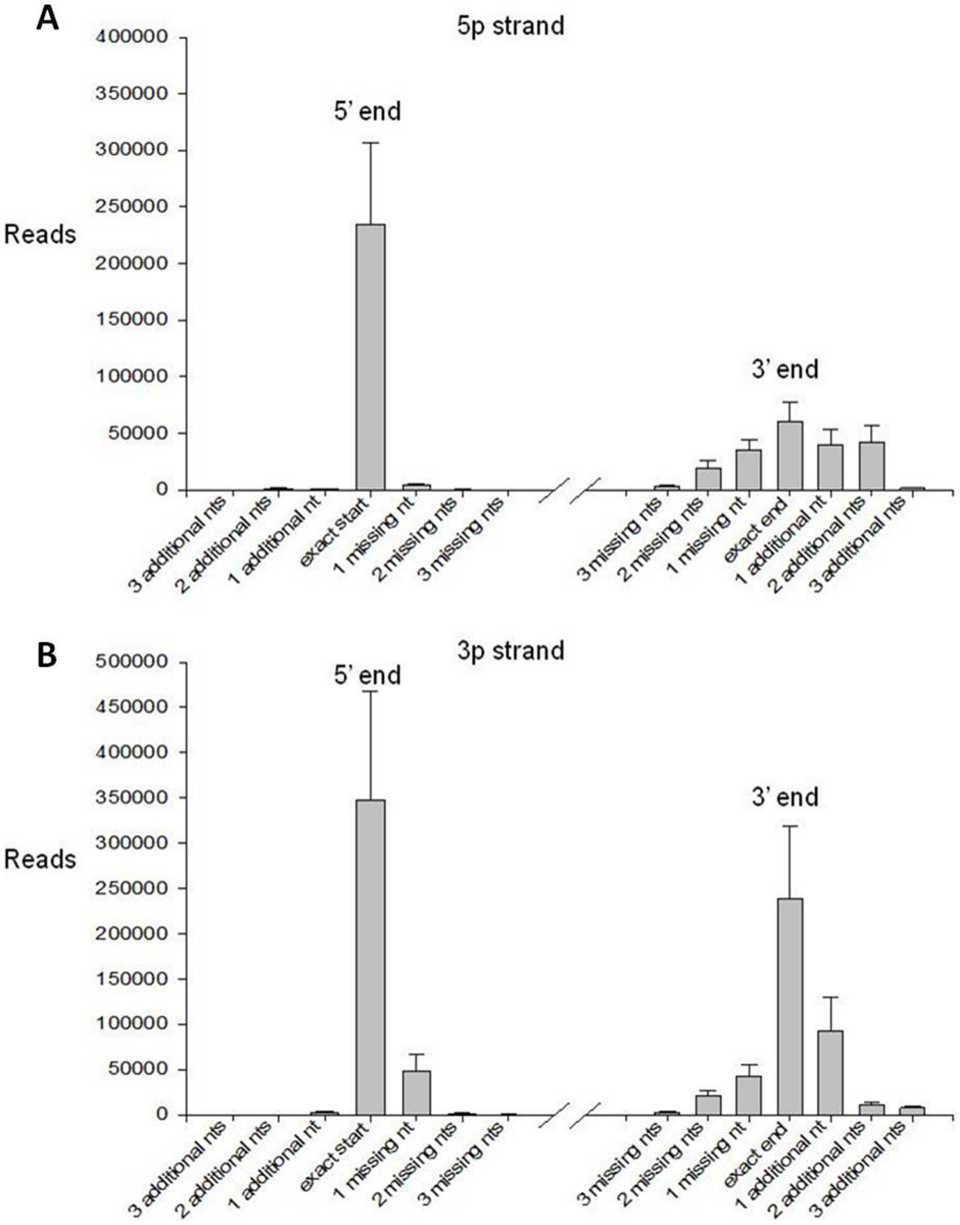
Frequency of isomiRs with 5′ and/or 3′ variations. Distributions of 5′ (left) and 3′ (right) end variants are shown for miRNAs derived from the 5′ arm (A) and from the 3′ arm (B) of the pre-miR hairpin. Data are mean ± SEM for three mid-myocardial samples.

Closer analysis of the top 56 most highly detected miRNAs revealed that the mature form (or the mature* sequence) of the miRNA as published in miRBase was not always the most common sequence encountered. 

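Of the 56 miRNAs with a mean above 1000 RPMM, 55 were compared with a read-level entry, of the species that the grouped table names except for miR-486, whose reads are filed under other species (97.1% under Bos taurus). The mature sequence was the most common one for 31 of these and another sequence was for 24. The median share of reads with the exact mature sequence was 34.1%, and it was under 10% for 12 miRNAs. Entries of any species, an alternative added after the first number was seen, gave 32 of 56.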

For the top 10 most highly detected miRNAs, the reads representing the 10 most common isomiR sequences are illustrated in Fig. 4. 

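The plot of exact mature shares covers the same 10 miRNAs, which had between 288 (miR-181a) and 637 (miR-133a) different sequences each. The exact mature sequence made up 3.31% ± 0.144 of the reads of miR-30d, 3.43% ± 0.367 of miR-30a, 5.00% ± 1.12 of miR-133a, 21.5% ± 1.85 of miR-378 and 27.7% ± 2.51 of miR-27b.

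**Figure D1:**
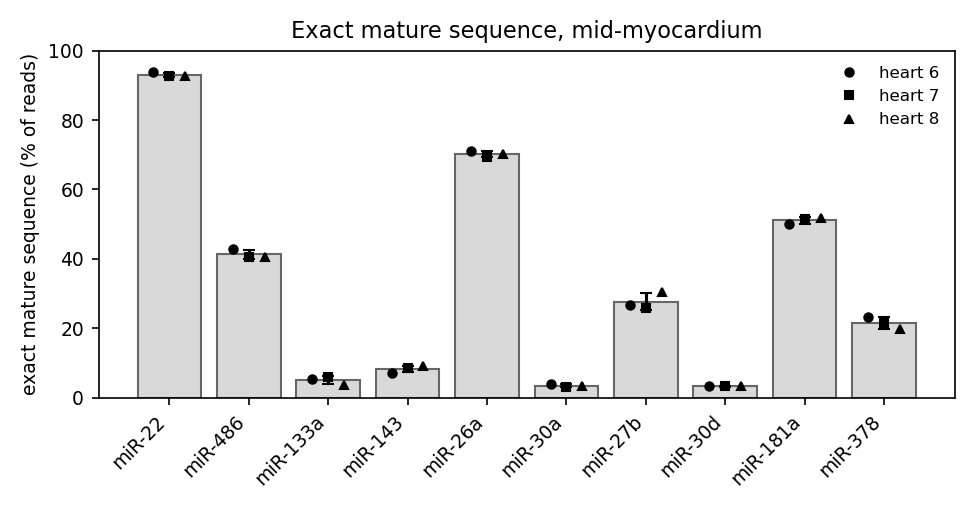
Share of the reads of each of the 10 most abundant miRNAs that were the exact mature sequence in mid-myocardium, in percent. Bars are means, error bars SD and points the 3 hearts; the shares run from 3.31% for miR-30d to 93.0% for miR-22.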

For only 4 of these, miR-22, 486, 26a and 181a, is the annotated mature form the most highly detected and even for these miRNAs significant numbers of several other isomiRs were also detected. 

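The mature sequence was the most common in each heart for these 4. It was the second most common for miR-27b and miR-378, the third for miR-133a, the fourth for miR-143, the fifth for miR-30a and the sixth for miR-30d, again in each heart. TGTAAACATCCTCGACTGGAAGCT led miR-30a with 54.4% ± 2.67 of its reads, TGTAAACATCCCCGACTGGAAGCT led miR-30d with 53.7% ± 4.29, and TTCACAGTGGCTAAGTTCTG led miR-27b with 47.6% ± 4.83. Among the 4, the second most common sequence held 2.62% ± 0.252 of the reads of miR-22, 9.13% ± 0.753 of miR-26a and 30.3% ± 3.60 of miR-181a.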

For example, while the exact mature sequence of miR-22 constituted 93.04±0.35% of its total reads, the exact mature sequence of miR-181a only constituted 51.09±0.59%. 

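The SD over the 3 hearts was 0.605 for the exact share of miR-22, which ran from 92.7% to 93.7%, and 1.02 for that of miR-181a, which ran from 49.9% to 51.8%. For miR-26a the exact share was 70.2% ± 0.885.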

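Among the 579 sequences of miR-486 in mid-myocardium, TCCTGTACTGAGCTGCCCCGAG, the mature sequence, held 41.3% of the reads. By length, 42.0% ± 0.363 of the reads were longer at the 3′ end and 14.1% ± 0.764 shorter. The most common shorter sequence was TCCTGTACTGAGCTGCCCCGA with 13.1% ± 0.548. A 5′ end other than the canonical one was present in 0.990% ± 0.0386 of the reads.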

Characteristically for miRNAs, the majority of miR-486 isomiR sequences differed at the 3′ end of the sequences and were shortened mature sequences (sub) or mature sequences with additional nts (super) matching the pre-miR sequence. However, substantial populations of reads exhibited nt substitutions varying from the pre-miR sequence (compare pre-miR and consensus sequences in Fig. 4B), largely by the addition of nts at the 3′ end, most commonly T’s and A’s.

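The sequence with 1 T added to the mature 3′ end, TCCTGTACTGAGCTGCCCCGAGT, held 21.4% ± 0.459 of the miR-486 reads, and that with 1 A added, TCCTGTACTGAGCTGCCCCGAGA, held 13.5% ± 0.199. TCCTGTACTGAGCTGCCCCGAGAA held 1.32% ± 0.0882. Among reads with the canonical 5′ end and at least 1 mismatch in the authors' annotation, those ending in T made up 24.9% ± 0.574 of the miR-486 reads, those ending in A 17.7% ± 0.329, in G 0.911% ± 0.224 and in C 0.238% ± 0.0203.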

**Figure 4:**
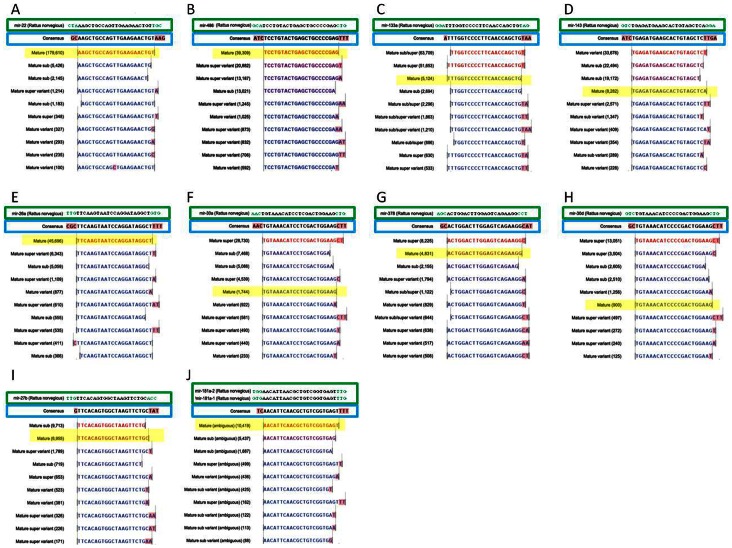
IsomiRs of selected miRNAs. IsomiR sequences of the 10 most highly detected miRNAs (mature miRNA highlighted in yellow) with expression values in brackets from a mid-myocardial sample aligned to the published pre-miR sequence (boxed in green; miRBase v18). Consensus sequence (boxed in blue) for each miRNA represents the most prevalent nt aligned at each position (nts highlighted in pink represent variations from the miRBase published mature sequence).

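For miR-143, with positions counted from 1 at the 5′ end of the mature sequence, the most common sequence was TGAGATGAAGCACTGTAGCTCT (A22T) with 32.3% ± 3.68 of the reads. It was followed by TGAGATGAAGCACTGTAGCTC with 27.6% ± 4.25 and TGAGATGAAGCACTGTAGCT with 22.3% ± 4.35. The mature sequence TGAGATGAAGCACTGTAGCTCA held 8.19% ± 0.923. TGAGATGAAGCACTGTAGCTT (C21T) held 1.68% ± 0.221, and TGAGATGAAGCACTGTAGCTA (C21A) 0.429% ± 0.138.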

Analysis of the sequences attributed to miR-143 (Fig. 4D) showed that the mature sequence was only the 4^th^ most common sequence, indeed the most common miR-143 sequence is an isomiR with an unambiguous post-transcriptional modification, that is a non-templated addition of A at nt no. 22. Additional significantly expressed variants include nt no. 21 C to T, and nt no. 23 G to T. As expected, little variation was observed at the 5′ end of the majority of the most highly detected miRNAs. However, miR-378 (Fig. 4G) and the cardiac muscle-enriched miR-133a are exceptions. 

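The share of reads with another 5′ end was 0.391% for miR-181a, 0.491% for miR-30a, 0.524% for miR-30d, 0.684% for miR-22, 1.16% for miR-143, 1.30% for miR-27b and 1.60% for miR-26a.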

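For miR-378 the first nt was missing from 11.8% ± 1.07 of the reads, and 12.1% had any 5′ end other than the canonical one. The most common sequence of miR-378 without it was CTGGACTTGGAGTCAGAAGGC, with 4.44% ± 0.116 of the reads, and the most common overall was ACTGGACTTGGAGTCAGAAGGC with 30.6% ± 2.72.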

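The sequence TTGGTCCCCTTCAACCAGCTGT, which starts at nt 2 of the mature sequence and extends past its 3′ end, held 44.0% ± 1.96 of the reads of miR-133a in mid-myocardium. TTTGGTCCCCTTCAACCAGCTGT, with the canonical 5′ end, held 36.3% ± 1.13. The share of all miR-133a reads without nt 1 was 53.7% in heart 6 (interval 53.1 to 54.3), 53.1% in heart 7 (52.8 to 53.5) and 54.7% in heart 8 (54.4 to 54.9), a mean of 53.8% ± 0.777. With reads that match another miRNA equally left out, an alternative chosen after the data were seen, the mean was 54.3%. The paper proposes that the truncation could alter target sequence recognition, and so the genes regulated.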

As illustrated in Fig. 4C the most frequently recorded miRNA sequence attributed to miR-133a is missing nt no. 1; indeed 53.96±0.46% of all miR-133a reads are missing this nt. This truncation could have a profound effect on target sequence recognition, and therefore the spectrum of target genes regulated. Indeed, DIANA-microT v3.0 (which accepts novel miRNA sequences) [81], [82] predicts 602 target genes for canonical miR-133a and 145 for the 5′ variant (miR-133a(v)), with 90 genes in common. Gelsolin is among the 55 genes predicted to be targeted by miR-133a(v) but not by miR-133a itself. We used the dual-fluorescence miRNA targeting assay [70] to determine the effects of miR-133a and miR-133a(v) on the expression of a reporter gene with a 3′ gelsolin fragment incorporating the more conserved of the two predicted miR-133a(v) target sites. Suppression of the target gene is reported as a decrease in red/green fluorescence intensity ratio in this assay. Fig. 5 shows that miR-133a(v) was more effective at suppressing the mCherry-gelsolin construct than was miR-133a, and was comparable to a siRNA targeted against the mCherry sequence.

**Figure 5:**
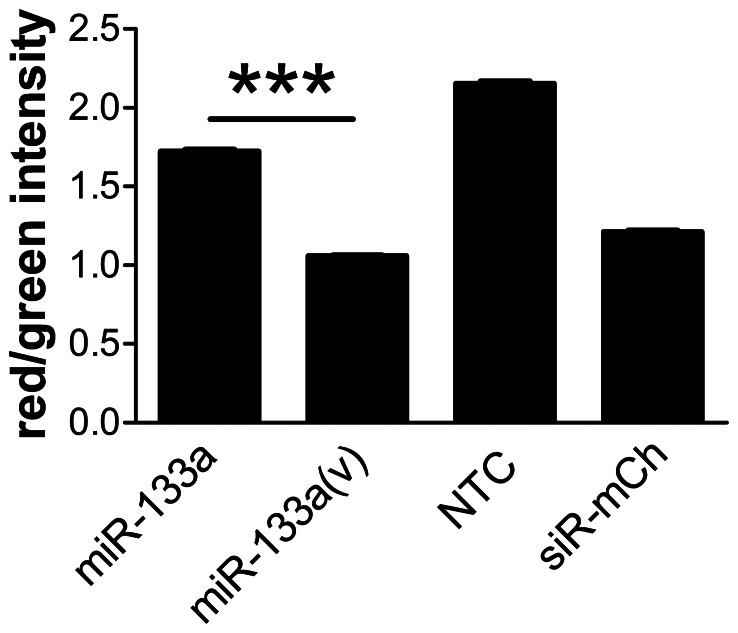
Differential suppression of a gelsolin sequence-tagged reporter gene by miR-133a isomiRs. HEK293 cells were transfected with expression plasmids encoding mCherry with a 3′ partial gelsolin sequence and pSM30 containing inserts for miR-133a, miR-133a(v), a random non-targeting sequence (NTC) or siRNA against mCherry (siR-mCh). Cells were imaged and analysed for both green and red fluorescence intensity. A decrease in red/green ratio *vs* NTC indicates downregulation of target gene expression. Data were log transformed and compared by one-way ANOVA with Bonferroni's Multiple Comparison Test. All pairwise comparisons were significant (p<.001). Comparison of miR-133a *vs* miR-133a(v) is indicated (***). Number of cells (n): miR-133a 4640; miR-133a(v) 2843; NTC 4088; siR-mCh 3884. Representative of 3 separate experiments in which miR-133a(v) was significantly more effective than miR-133a.

Surprisingly, miR-10b exhibited no exact mature sequences (see Table S3B); on closer analysis sequences aligned to miR-10b were found to exhibit shifting in the mature miRNA cleavage position with 12.38±0.77% of the reads including 1 extra nt and 87.39±0.91% 2 extra nts from the pre-miR sequence at the 5′ end (see Fig. S2). This type of 5′ end variation has been attributed to variability in Drosha cleavage position [83]. 

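Of the miR-10b reads, 311 in heart 6, 602 in heart 7 and 1547 in heart 8, 0 were the exact mature sequence. The smallest shares that 3 reads can show at this depth were 0.965%, 0.498% and 0.194%, and the upper ends of the intervals were 1.22%, 0.634% and 0.248%. The mean share with 1 extra nt at the 5′ end was 12.5% ± 1.51 and that with 2 extra nts 87.4% ± 1.62. Counting sequences with at least 10 reads in the library moved these most, to 10.7% and 89.3%.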

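The most abundant of the 40 miR-10b sequences in mid-myocardium was TACCCTGTAGAACCGAATTTGT with 75.4% ± 0.986 of the reads. TACCCTGTAGAACCGAATTTGTG followed with 6.11% ± 2.15 and ACCCTGTAGAACCGAATTTGT with 4.65% ± 0.823. The mature entry against which these were aligned is CCCTGTAGAACCGAATTTGTGT.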

The 2 extra 5′ nts give the most abundant isomiR the same seed sequence as rno-miR-10a-5p, although the rest of the isomiR sequence corresponds to rno-miR-10b-5p, which has a single internal mismatch compared to rno-miR-10a-5p. Of 148 target sites in 85 genes predicted for rno-miR-10a-5p by DIANA-microT v3.0, 147 are also predicted for the most frequent miR-10b isomiR, reflecting the dominance of the seed region in target recognition. In comparison, only one of the 10 predicted target genes found for canonical rno-miR-10b is shared with the isomiR.

### A Novel Rat miR-1 Analog

It was surprising that miR-1 was only the 28^th^ most abundant miRNA in the sequencing data (Fig. 2) because it is generally considered to be one of the most highly expressed in the heart [84]. It has been demonstrated that observed miRNA abundance can vary significantly between experimental methods [85]. It is possible that preferential cloning of certain sequences or differences in PCR amplification may skew the numbers of reads representing different miRNAs. Indeed, the RNA adapters used can introduce sequencing bias through secondary structure preferences of RNA ligases [86]. 

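The mean abundance of miR-1 was 4697 ± 899 RPMM, from 1219 reads in heart 6, 3066 in heart 7 and 6029 in heart 8. Its rank was 28 in heart 6, 30 in heart 7 and 24 in heart 8. Leaving out 1 heart at a time gave mean values from 4181 to 5009.9 RPMM, and the rank ran from 27 to 31. Among rat entries without * sequences, an alternative chosen after the first rank was seen, it was 25.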

The possibility that miR-1 is under-represented in our libraries is supported by the RT-qPCR data shown in Fig. 6 which suggests that, based on relative Ct values, miR-1 is more abundant than miR-22 and miR-486 which are the two most common miRNAs in the deep sequencing data (Fig. 2). Another consideration when comparing sequencing and TaqMan data is the specificity of TaqMan assays for the canonical mature sequence. 

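Heart 8 is the mid-myocardial library whose read counts match the values shown in Fig. 4. In it 59.5% of the miR-486 reads were not the exact mature sequence, 58.4% had the canonical 5′ end without being the exact mature sequence, and 56.7% had another 3′ end by length. Over the 3 hearts these shares were 58.7% ± 1.30, 57.7% ± 1.30 and 56.1% ± 1.11.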

For example 57% of miR-486 reads in the sample shown in Fig. 4 are 3′ variants that would not be detected by TaqMan because of the 3′ specificity of the looped RT primer used in TaqMan small RNA assays.

**Figure 6:**
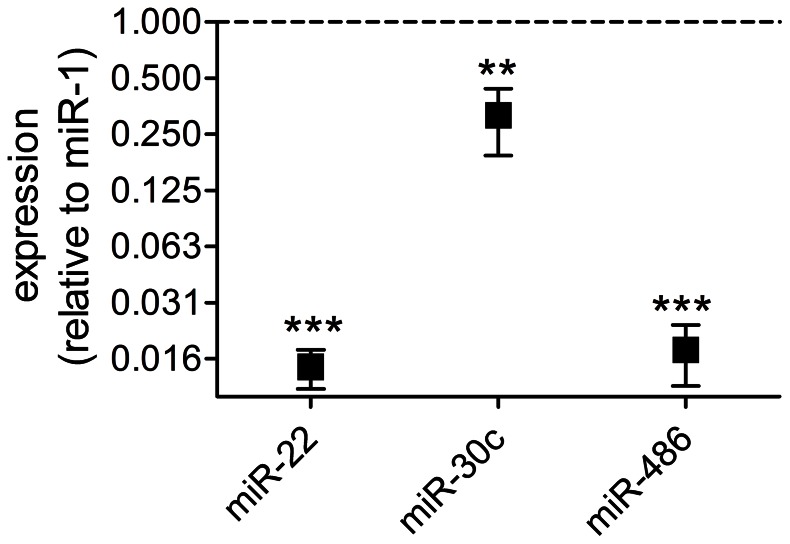
Relative miRNA abundance by TaqMan assay. Expression of miRNAs relative to rno-miR-1 according to 2^−ΔCt^ where ΔCt = Ct – Ct_miR-1_ (mean ± SEM). Ct values were compared by repeated measures ANOVA and Tukey’s multiple comparison test; **p<.01, ***p<.001. Mid-myocardial samples from n = 6 hearts.

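Of the miR-1 reads in mid-myocardium, those with A at position 17, counted from 1 at the 5′ end of the mature sequence (G17A), made up 80.4% in heart 6 (interval 78.1 to 82.5), 76.3% in heart 7 (74.7 to 77.7) and 76.8% in heart 8 (75.7 to 77.9), a mean of 77.8% ± 2.24. The position with the next highest share of mismatches was nt 22, with 8.82% ± 1.41, and nt 20 followed with 0.224% ± 0.106.

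**Figure D2:**
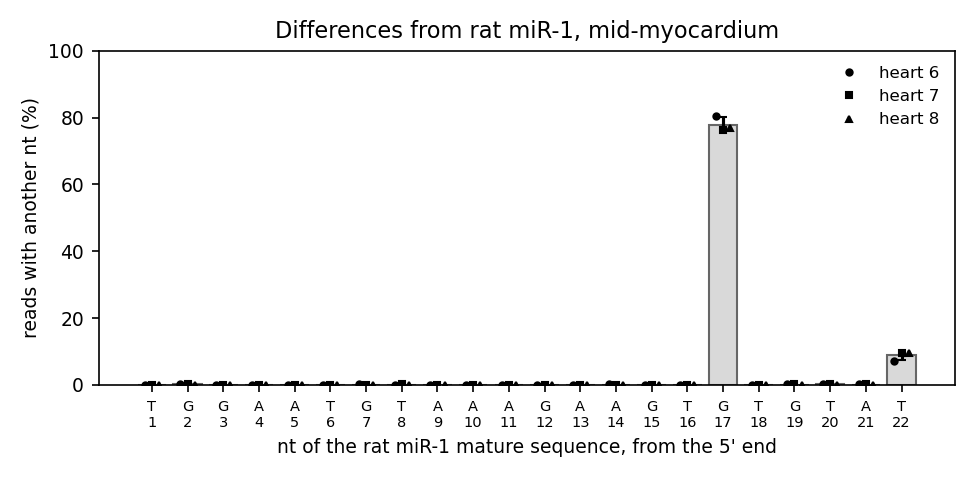
Share of miR-1 reads with a mismatch at each position of the mature sequence in mid-myocardium, in percent, with positions counted from the 5′ end; bars are means, error bars SD and points hearts. Position 17 stands highest in each of the 3 hearts, and position 22 is next.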

Notwithstanding the potentially anomalous measure of abundance, the sequencing data enabled us to observe a variant in the sequence of miR-1; at nt no. 17 an A was frequently present in place of the G in the pre-miR sequence (77.23±1.13% of reads; Fig. 7A). 

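Over 151 sequences of miR-1, the most common was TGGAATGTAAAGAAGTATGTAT with 58.8% ± 2.23 of the reads, and the mature rat sequence TGGAATGTAAAGAAGTGTGTAT was second with 15.5% ± 1.30. The next sequence with G17A was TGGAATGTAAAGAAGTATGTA with 5.85% ± 1.34. The mature sequence stood second in each heart.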

The G to A substitution gives a sequence equivalent to hsa-miR-1 (and mmu-miR-1) which has not been reported before in rat (Fig. 7B). It is unlikely that G could be converted to A by post-transcriptional editing; therefore we investigated the possibility that the rat harbours a second miR-1 gene. Although the most common sequence carrying the A (5′-TGGAATGTAAAGAAGTATGTAT-3′) could not be detected in the latest available build of the *Rattus norvegicu*s genome (Baylor 3.4), the sequence matched two rat whole genome shotgun sequences (gb|AAHX01027125.1|; gb|AABR06028312.1|) which have not been incorporated into this build. Fig. 7C shows the genomic context of this novel miRNA and the predicted stem-loop structure (mFold version 3.2 [87]). This sequence is also present in the rat heart data set of Linsen *et al.* [88]. The existence of two rat miR-1 genes has implications for understanding how this important miRNA is regulated.

**Figure 7:**
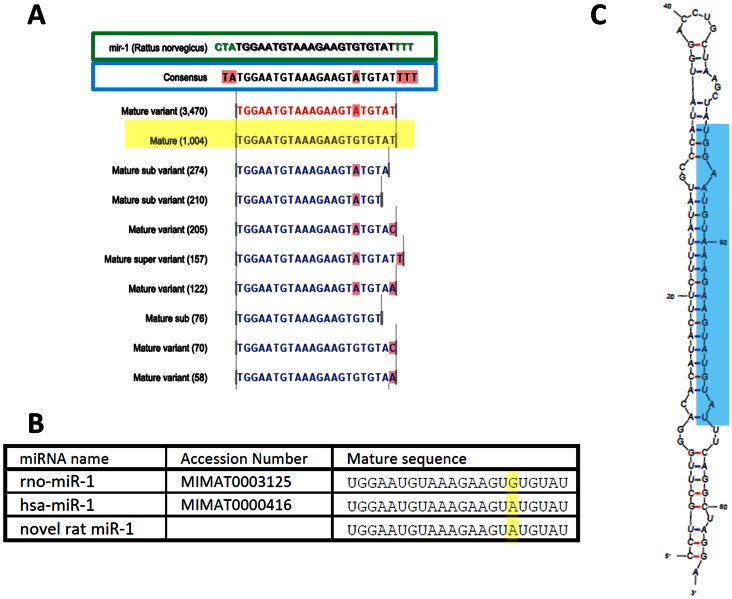
Novel rno-miR-1 sequence as detected by deep sequencing. A: Ten most frequently detected isomiR sequences of miR-1 (rat mature miRNA highlighted in yellow) with expression values in brackets aligned to the published pre-miR sequence (boxed in green; miRBase v18). The consensus sequence (boxed in blue) represents the most prevalent nt aligned at each position (nts highlighted in pink represent variations from the miRBase published mature sequence). B: miR-1 sequences as published in miRBase v18 showing the novel rat miR-1 sequence aligned with the previously reported rat miR-1 and the human sequence (with which it is identical). C: Predicted stem-loop structure (mFold 3.2) of proposed pre-miR deduced from genomic sequence. Mature product highlighted in blue.

### A Novel Rat miRNA

Analysis of unannotated reads by the miRanalyser utility [89] yielded a putative novel miRNA. This miRNA has a mature sequence similar to mmu-miR-676-3p and hsa-miR-676-3p (Fig. 8A). 

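Sequences of this miRNA were found in mid-myocardium both among the unannotated reads and among reads filed under the mouse miR-676 entry. The unannotated ones were CCGTCCTGAGCTTGTCGAGC with 82 reads over the 3 libraries (43.8 ± 12.5 RPMM), CCGTCCTGAGCTTGTCGAGCTT with 59 reads (27.8 ± 4.67 RPMM) and CCGTCCTGAGCTTGTCGAGCTA with 44 reads (23.0 ± 9.87 RPMM). A 21-nt sequence filed under the mouse entry had 162 reads (78.8 ± 4.95 RPMM). Together they had 53 reads in heart 6, 144 in heart 7 and 150 in heart 8, or 173 ± 26.9 RPMM.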

The genomic context has a predicted stem-loop structure at chrX:88378185-88378273 (Ensembl genome ID ENSRNOG00000040353) (Fig. 8B).

**Figure 8:**
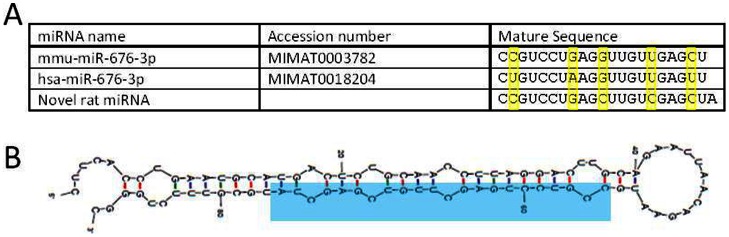
Novel rat miRNA similar to miR-676-3p. A: Alignment of the novel rat miRNA sequence to miR-676-3p sequences as published in miRBase v18. B: Predicted stem-loop structure (mFold 3.2) of proposed pre-miR deduced from genomic sequence. Mature miRNA highlighted in blue.

### Cloning and Sequencing of the Rat miR-486 Gene

No pre-miR sequence has been published for miR-486 in rat and the mature miRNA sequence is not present in the most recent build of the rat genome (Baylor 3.4). However, alignment of the mouse pre-miR-486 (MI0003493) sequence revealed a potential rat pre-miR-486 sequence on chromosome 16∶73341164 (reverse strand) which is truncated just before the end of the potential miR-486 mature sequence at nt 73341114 by a gap in the genome sequence. A BLAST search revealed two whole genome shotgun sequences spanning this gap, allowing the design of PCR primers that were used to amplify the region from rat genomic DNA. This enabled confirmation of the sequence of the putative miR-486 gene, which contains a stem-loop sequence matching both mature miR-486 reads in the 5p arm and observed ‘star’ sequences from the 3p arm (Fig. 9).

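In mid-myocardium the 3p arm of miR-486 had 134 reads in heart 6, 350 in heart 7 and 469 in heart 8, on 42 sequences and at 461 ± 13.6 RPMM. The most common was CGGGGCAGCTCAGTACAGGAT with 315 reads over the 3 libraries (149 ± 7.33 RPMM), followed by CGGGGCAGCTCAGTACAGGATG with 224 reads (111 ± 14.5 RPMM).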

**Figure 9:**
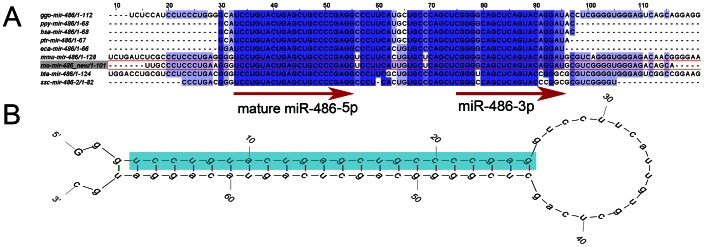
The rat miR-486 gene. A: Alignment of the genomic miR-486 sequence across nine species including rat (highlighted in red). Blue shading indicates percentage sequence identity and the mature and ‘star’ sequences represented by the most common reads are indicated with arrows. B: Predicted stem-loop structure (mFold 3.2) of pre-miR-486 deduced from genomic sequence. Mature miRNA highlighted in blue.

### Transmural Distribution of miRNA Expression

Several aspects of cardiomyocyte physiology are known to vary across the left ventricular wall [66], [90]–[111] and the mechanism undoubtedly involves differential gene expression. Transmural expression level is uniform for the vast majority of genes but there are some notable exceptions [112]–[114]. Given the role of miRNAs in regulating gene expression it would be useful to determine the extent of transmural heterogeneity of the expression of miRNAs themselves. 

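Epicardium and endocardium of the same 3 hearts were sequenced by the same small RNA protocol, with 770583 to 939580 annotated reads per epicardial library and 711437 to 1428025 per endocardial library. Endocardium of heart 7 stood apart from endocardium of hearts 6 and 8. Its share of rat reads at 22 nts was 72.7%, against 81.9% in both. Its unannotated share was 49.1%, against 39.5% in heart 6 and 39.2% in heart 8. Each heart gave 1 library per layer, and by the paper's text the samples were pooled before sequencing, with no division into batches named there or in the labels. The deposited RPMM of grouped miRNAs were compared after a pseudocount of 1 was added and log2 was taken, so the log2 fold changes given are of endocardium over epicardium on the log2(RPMM + 1) scale. limma with Benjamini-Hochberg adjustment was run on the 298 grouped miRNAs with at least 10 reads in at least 1 of the 6 libraries. With an adjusted p-value under 0.05 there were 0 miRNAs, and 8 had an unadjusted p under 0.05. The lowest adjusted p was 0.549, for miR-410, which was singled out after its values were seen (log2 fold change -1.54, standard error 0.33). The setting that moved the number most was Baggerley's test with the same adjustment, which the paper names, with 2 miRNAs: miR-378 (log2 fold change 0.21) and miR-92a (0.14). With heart number as replicate block 0 miRNAs passed the adjusted threshold (10 at an unadjusted p under 0.05). The deviations of the 2 layers correlated with a mean r of 0.119 within hearts (from -0.181 to 0.459) and -0.0567 between hearts. The deviations within a layer sum to 0 over the 3 hearts, so the second mean largely follows from the first and is no separate contrast. The 6 libraries are 2 layers of the same 3 hearts, so an exact two-sided permutation test that ignores the hearts cannot give a p below 0.1, and one that swaps layers within hearts cannot give one below 0.25.

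**Figure D3:**
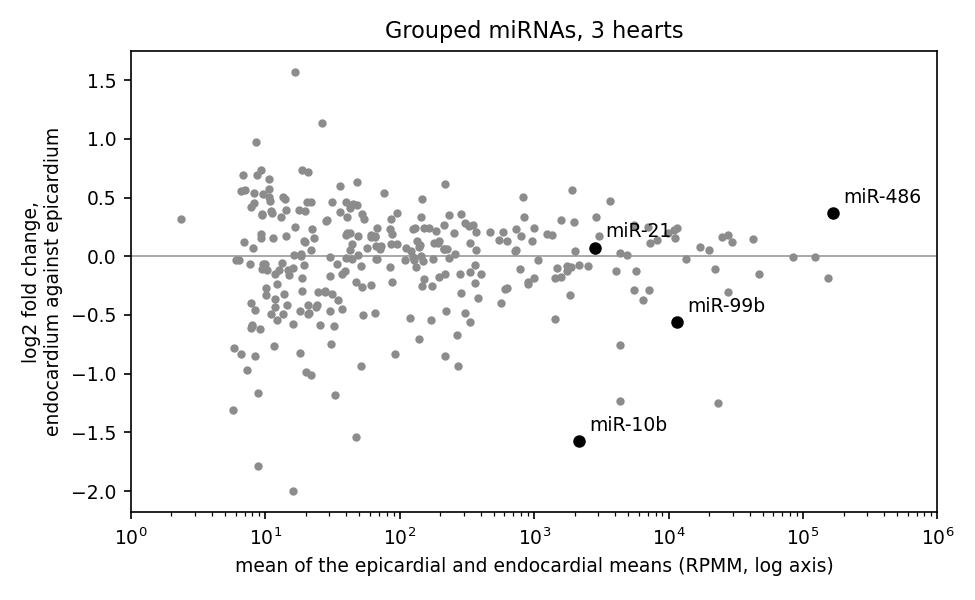
Log2 fold change of each of the 298 grouped miRNAs, endocardium over epicardium, against its mean RPMM on a log axis. Each point is 1 miRNA, with labels for miR-486, miR-10b, miR-99b and miR-21; 0 points have an adjusted p-value under 0.05.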

In accordance with other gene expression data [112] we found the transmural distribution of miRNA expression to be generally uniform. Nevertheless, differences in relative abundance were observed between endocardium and epicardium for several miRNAs (Tables 1, 2, and 3). 

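The 3 tables list 28, 38 and 23 entries, of which 27, 37 and 23 were tested here. All of the tested entries had the direction that the tables give, with 9, 10 and 5 higher in endocardium and 18, 27 and 18 lower. The tables rest on the same libraries, and both means of each tested entry were within 1% of theirs. The shared direction was therefore all but fixed in advance and is no support. The entries were also listed for their fold change in these data, so their unadjusted p below are selected. By limma, 0 entries of any of the 3 tables had an adjusted p-value under 0.05, and 8, 8 and 6 had an unadjusted p under 0.05. Among all 169 exact mature sequences tested, 0 passed the adjusted threshold (8 at an unadjusted p under 0.05), and with heart number as replicate block 5 did (12 at an unadjusted p under 0.05): miR-200b, miR-31, miR-410, hsa-miR-4492 and miR-547*. Of these, miR-547* stood at 6.82 RPMM in epicardium and 0.700 in endocardium, miR-200b at 13.4 and 2.28, and miR-31 at 4.45 and 13.4. The smallest abundance that 3 reads can show in these libraries ran from 2.10 to 4.22 RPMM. These 3 calls thus rest on few reads in at least 1 layer. edgeR's test with the same block, chosen after seeing the data, called 0. Among 562 unique sequences with a mean of at least 100 RPMM in either layer, 0 passed (8 at an unadjusted p under 0.05), 0 passed with the block (39), and Baggerley's test called 1, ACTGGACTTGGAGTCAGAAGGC of miR-378. The miR-181a sequence CATTCAACGCTGTCGGTGAGT stood at 735 RPMM in endocardium of heart 7 and between 2.81 and 7.45 in the other 5 libraries. The paper states that differences were found for several miRNAs within a distribution that was generally uniform.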

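Grouped miR-99b was at 13591 ± 9960 RPMM (SD, n = 3) in epicardium and 9309 ± 6815 in endocardium, a log2 fold change of -0.56 (standard error 1.02, exact permutation p = 0.5). It was lower in endocardium in 3 of 3 hearts, from 2644 to 1729 RPMM in heart 6, from 16009 to 11269 in heart 7 and from 22119 to 14929 in heart 8. With heart number as replicate block, limma gave a standard error of 0.27, an unadjusted p of 0.0940 and an adjusted p of 0.986. The log2 fold change was above 0 without epicardium of heart 8 (0.026) or without endocardium of heart 6 (0.41), each of which leaves a heart in 1 layer only. miR-486 was at 144105 ± 28877 RPMM in epicardium and 187897 ± 50913 in endocardium, a log2 fold change of 0.37 (standard error 0.32, exact permutation p = 0.3), and was higher in endocardium in 2 of 3 hearts. For miR-21 the log2 fold change was 0.071 (standard error 0.28, exact permutation p = 0.7), and it was -0.061 without epicardium of heart 6. The adjusted p by limma was 0.989 for each of the 3. With the block, the standard error was 0.35 for miR-486 (unadjusted p 0.343) and 0.30 for miR-21 (0.820), with an adjusted p of 0.986 for both. The permutation p above ignore the hearts, and swapping layers within hearts gave an exact p of 0.25 for miR-99b, 0.5 for miR-486 and 0.75 for miR-21.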

Some of the more abundantly detected miRNAs showed some transmural difference that did not reach statistical significance across the three hearts. We selected some of these miRNAs for further investigation by qPCR (TaqMan miRNA assays) in four additional hearts and found statistically significant (p<.05) transmural expression gradients for miR-10b, miR-21, miR-99b and miR-486 (Fig. 10). Transmural expression gradients for IRX5 and FOXP2 were in agreement with a previous report [112]. 

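Grouped miR-10b was at 3064 ± 747 RPMM (SD, n = 3) in epicardium and 1221 ± 765 in endocardium, a log2 fold change of -1.58 (standard error 0.58). Its adjusted p by limma was 0.989, with an unadjusted p of 0.0287, and the exact permutation p was 0.1 with hearts ignored and 0.25 with layers swapped within hearts. With heart number as replicate block, the standard error was 0.63, the unadjusted p 0.0544 and the adjusted p 0.986. It was lower in endocardium in 3 of 3 hearts, by the most in heart 6 (3812 against 391 RPMM) and by less in heart 7 (2319 against 1899) and heart 8 (3062 against 1374). Over all settings run, the log2 fold change stayed between -2.03 and -0.89.

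**Figure D4:**
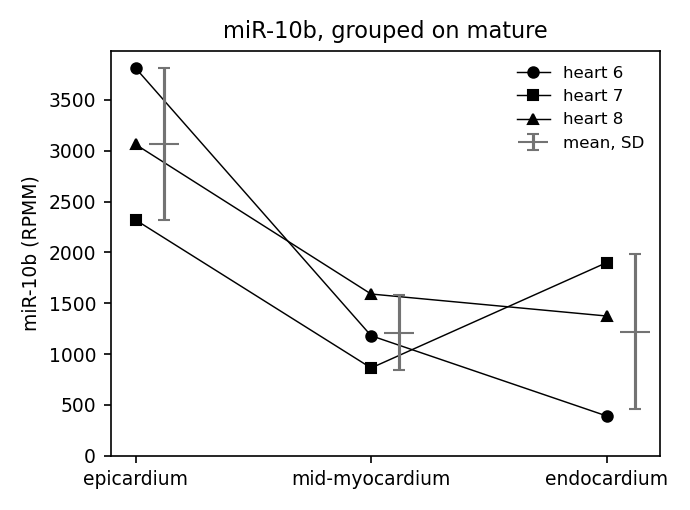
Deposited RPMM of grouped miR-10b in each layer, with 1 line per heart and the mean and SD beside the points. The value in endocardium lies below that in epicardium in each of the 3 hearts.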

Deep sequencing shows a transmural gradient (epicardium>endocardium) for miR-10b (Table 2, “grouped on mature”). 

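By position alone, whatever the last nt, 8.28% ± 0.433 of the miR-10b reads in mid-myocardium ended where the canonical sequence ends, 7.91% ± 0.470 in epicardium and 7.18% ± 1.55 in endocardium. Counting sequences with at least 10 reads in the library gave 5.85% in mid-myocardium. These shares include reads with another last nt, such as TACCCTGTAGAACCGAATTTGTGA (T22A, counted from 1 at the 5′ end of the mature sequence) with 1.74% ± 0.531. With the last nt unchanged, an alternative chosen after the first share was seen, the share in mid-myocardium was 4.68% ± 0.960, with 4.82% in heart 6, 3.65% in heart 7 and 5.56% in heart 8. Of the sequences that keep it, ACCCTGTAGAACCGAATTTGTGT held 3.23% ± 0.578 of the reads and TACCCTGTAGAACCGAATTTGTGT 1.37% ± 0.471.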

As discussed above, this group includes no canonical miR-10b, with only 5.6% of reads having the canonical 3′ end (4^th^ and 6^th^ in the list in Fig. S2). This could explain the high Ct values (low abundance) we obtained with the miR-10b TaqMan assay which is designed to be specific for the exact 3′ end of the canonical sequence. 

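The 8 miR-10a and miR-10b sequences of Table 3 had log2 fold changes from -1.89 to -1.27, each lower in endocardium in 3 of 3 hearts (for each, exact permutation p = 0.1 with hearts ignored and 0.25 with layers swapped within hearts). The largest change was that of TACCCTGTAGAACCGAATTTG, at 140.5 ± 38.7 RPMM in epicardium and 46.9 ± 32.6 in endocardium. ACCCTGTAGATCCGAATTTGT of miR-10a was at 1779.8 ± 427 and 842 ± 568 RPMM, and TACCCTGTAGAACCGAATTTGT was at 2109 ± 564 and 830.0 ± 511. Unadjusted p ran from 0.0232 to 0.0720 and the adjusted p was 0.998 for each by limma. With heart number as replicate block, unadjusted p ran from 0.00305 to 0.0174 and the adjusted p was 0.423 for each. Over the 562 unique sequences, deviations of the 2 layers correlated with a mean r of 0.256 within hearts (from -0.0754 to 0.642) and -0.119 between hearts. As above, the second mean largely follows from the first. Over 191 values from the settings run, the log2 fold changes lay between -2.40 and -0.59, with 0 above 0. The paper lists these sequences for their fold difference in the same libraries, and many of them overlap. The constant sign is therefore no independent support for a gradient.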

Additionally, sequencing analysis identified 8 individual sequences within the miR-10a/b family (unique sequences; Table 3) as having >2 fold detected difference (epicardium>endocardium) within the samples tested.

**Figure 10:**
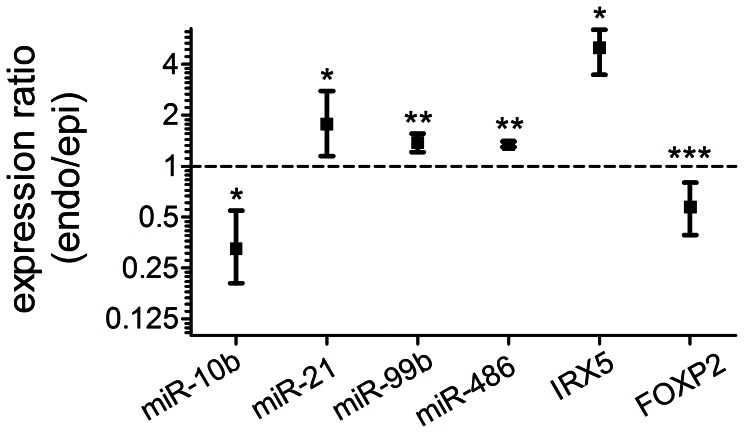
Transmural miRNA expression gradients. Taqman small RNA assays and TaqMan gene expression assays were performed on epicardial and endocardial samples from rat hearts. Endocardial/epicardial expression ratios were determined by analysis of Ct values using REST 2009. The reference genes utilised were miRNAs with stable expression across samples according to BestKeeper: miR-22, miR-30a, miR-30c, miR-30e and miR-100. The reference genes for IRX5 and FOXP2 were GAPDH, HPRT1 and 18s rRNA. Data are mean ± SEM; n = 4 hearts for miRNAs (n = 3 of these for IRX5 and FOXP2). *P<.05; **P<.01; ***P<.001.

**Table 1:** Epicardial/endocardial differential expression of exact mature (or mature*) miRNAs (≥ ±1.5 fold difference for miRs of ≥10 raw reads detected in either layer).

Exact mature/*sequences		Epi-cardium		Endo-cardium	
		RPMM		RPMM	
miR name	Fold change	Mean	SEM	Mean	SEM
rno-mir-31	3.00	4.45	2.62	13.36	3.49
rno-mir-326	1.92 	12.52	0.98	24.06	2.03
rno-mir-872	1.80	11.42	2.54	20.61	5.32
rno-mir-1249	1.66	62.40	12.09	103.28	28.92
rno-mir-503*	1.64	5.02	1.45	8.21	0.65
rno-mir-193	1.54	14.14	2.23	21.82	8.28
rno-mir-872*	1.53	51.11	7.20	78.40	14.18
mmu-mir-1983	1.53	8.16	3.02	12.45	2.99
rno-mir-145	1.50	1038.98	188.02	1558.55	346.49
rno-mir-10a	−1.51	1967.41	189.80	1305.65	527.54
rno-mir-9-1//mir-9-3//mir-9-2	−1.52	64.65	13.48	42.62	11.51
rno-mir-208	−1.52	12.33	3.51	8.09	3.41
rno-mir-132	−1.61	18.32	1.35	11.37	2.24
rno-mir-138-2//mir-138-1	−1.66	17.24	2.76	10.36	4.83
rno-mir-210*	−1.69	7.65	1.69	4.53	1.10
rno-mir-100	−1.70	2089.07	827.35	1230.28	597.96
rno-mir-133b	−1.70	15.27	4.06	8.98	2.54
rno-mir-133a*	−1.72	206.39	59.22	120.26	27.43
rno-mir-17-1//mir-17-2	−1.81	10.74	1.68	5.93	0.32
rno-mir-322*	−1.98	20.39	8.69	10.31	5.30
mmu-mir-720	−2.00	23.31	5.27	11.66	1.00
rno-mir-425	−2.25	15.66	3.01	6.96	3.58
hsa-mir-720	−2.30	39.25	8.00	17.09	2.93
rno-mir-374	−2.49	8.51	3.73	3.42	0.66
rno-mir-410	−2.88 	56.31	2.35	19.58	5.31
hsa-mir-4492	−2.92	26.70	10.82	9.14	4.45
rno-mir-200b	−5.88	13.39	10.25	2.28	1.23
rno-mir-547*	−9.73	6.82	3.21	0.70	0.70

P<0.001,

P<0.01, Baggerleys multiple comparison test.

**Table 2:** Epicardial/endocardial differential expression of 'grouped on mature' miRNAs (≥ ±1.5 fold difference for miRs of ≥10 raw reads detected in either layer).

'Grouped on mature' sequences		Epi-cardium		Endo-cardium	
		RPMM		RPMM	
miR name	Fold change	Mean	SEM	Mean	SEM
rno-mir-200b	−4.26	25.92	16.66	6.08	3.31
rno-mir-410	−2.87 	70.10	3.37	24.41	5.32
mmu-mir-690	−2.55	12.73	3.72	5.00	1.39
rno-mir-10b	−2.51 	3064.12	431.15	1221.18	441.95
mmu-mir-720	−2.20	27.78	6.87	12.63	1.12
mmu-mir-351	−2.08	11.37	2.93	5.47	0.60
hsa-mir-4485	−2.07	9.81	2.27	4.75	1.81
rno-mir-341	−2.05	7.78	2.10	3.80	2.45
mmu-mir-5115	−1.99	5823.13	1542.50	2930.00	1218.62
rno-mir-384	−1.97	8.73	2.79	4.43	1.46
bta-mir-2478	−1.96	358.54	67.41	182.69	21.31
hsa-mir-720	−1.96	68.26	12.81	34.90	6.30
hsamir-4492	−1.92	43.13	13.29	22.46	9.31
cbr-mir-1	−1.91	10.46	4.84	5.47	1.06
rno-mir-10a	−1.87	30279.72	3036.38	16169.54	6084.64
hsa-mir-1260a	−1.77	278.56	53.99	157.62	42.34
rno-mir-338	−1.77	117.08	1.79	66.29	7.61
mmu-mir-5102	−1.73	11.49	3.65	6.65	1.16
rno-mir-138-2//mir-138-1	−1.71	27.70	5.62	16.18	8.01
rno-mir-100	−1.70	5514.57	2226.60	3245.17	1552.80
rno-mir-132	−1.63	37.90	2.55	23.21	4.82
rno-mir-9-1//mir-9-3//mir-9-2	−1.58	169.45	26.81	107.12	26.08
ssc-mir-186	−1.57	16.66	5.25	10.60	1.13
dre-mir-26b	−1.54	25.55	7.97	16.64	2.29
cte-mir-1	−1.53	6.37	1.86	4.17	1.71
gga-mir-3535	−1.52 	9.46	0.21	6.24	1.83
rno-mir-374	−1.52	64.17	18.59	42.34	7.63
rno-mir-411	−1.50 	39.14	3.72	26.11	4.25
rno-mir-145	1.50	1537.62	272.14	2300.09	506.26
ola-mir-27d	1.50	6.30	1.14	9.42	3.09
gga-mir-193b	1.51	28.48	5.52	42.86	6.54
mmu-mir-101c	1.56	7.32	2.86	11.39	0.42
rno-mir-326	1.57	37.54	1.72	59.00	5.46
bta-mir-1306	1.63	5.20	1.59	8.45	0.66
rno-mir-877	1.64	8.05	1.21	13.20	1.75
sha-mir-716a	1.75	8.22	0.13	14.37	6.10
rno-mir-674	2.15	5.44	0.81	11.67	1.74
rno-mir-31	2.54	9.37	4.26	23.78	6.64

P<0.001.

P<0.01,

P<0.05 Baggerleys multiple comparison test.

**Table 3:** Epicardial/endocardial differential expression of unique sequences (≥ ±2 fold difference for miRs of ≥100 mean normalised reads detected in either layer). ^

^P<0.05 Baggerleys multiple comparison test.

Unique sequences			Epi-cardium		Endo-cardium	
			RPMM		RPMM	
Sequence	miR name (type)	Fold change	Mean	SEM	Mean	SEM
TACCCTGTAGAACCGAATTTG	rno-mir-10b(P)	−2.99	140.45	22.37	46.95	18.79
CTGGACGCGAGCCGGGCCCTT	mmu-mir-5115(MSupV)	−2.82	753.60	405.10	267.59	109.66
TACCCTGTAGAACCGAATTTGT	rno-mir-10b(MSub/Sup)	−2.54	2108.85	325.91	829.98	294.94
ATCCCACTTCTGACACCA	bta-mir-2478(MSub)	−2.45^  ^	196.81	33.86	80.26	6.23
CCGCGTCGGCGGTTCCC	nlo-mir-125(PV)	−2.43	138.79	42.98	57.12	25.49
ACCCTGTAGAACCGAATTTGT	rno-mir-10b(MSub/Sup)	−2.42	119.77	21.71	49.43	15.33
TACCCTGTAGATCCGAATTTGA	rno-mir-10a(MSubV)	−2.22	325.04	20.21	146.52	55.43
CTGGACGCGAGCCGGGCCCTTCCC	mmu-mir-5115(PV)	−2.21	147.76	43.14	67.01	26.00
TCGTACCGTGAGTAATAATGC	rno-mir-126(MSub)	−2.17	821.18	347.35	378.83	99.04
TACCACAGGGTAGAACCACGGAA	rno-mir-140(M*SupV)	−2.16	348.57	66.62	161.25	22.11
ACCCTGTAGATCCGAATTTG	rno-mir-10a(MSub)	−2.14	272.77	37.62	127.17	50.55
ACCCTGTAGATCCGAATTTGT	rno-mir-10a(MSub)	−2.11	1779.84	246.64	842.11	327.87
CTGGACGCGAGCCGGGC	mmu-mir-5115(MSubV)	−2.10	508.53	119.83	241.60	100.94
TACCCTGTAGAACCGAATTTGTG	rno-mir-10b(MSub/Sup)	−2.09	192.96	12.82	92.16	32.52
TACCCTGTAGATCCGAATTT	rno-mir-10a(P)	−2.08	349.57	32.37	168.25	69.42
CTGGACGCGAGCCGGGCCCTTCC	mmu-mir-5115(PV)	−2.05	188.96	62.04	92.07	34.57
CTGGACGCGAGCCGGGCCCTTC	mmu-mir-5115(MSupV)	−2.04	775.70	233.89	380.53	157.79
AACCCGTAGATCCGAACTTGTGA	rno-mir-100(MSupV)	−2.01	768.45	357.07	382.85	189.43
TGTAAACATCCTCGACTGGAAGCG	rno-mir-30a(MSupV)	2.06	118.32	23.96	243.52	139.23
TCCTGTACTGAGCTGCCCCGG	bta-mir-486(MSubV)	2.39	133.14	28.86	318.16	181.42
GGGGGGCCCAAGTCCTTCTGATCGAGGCCC	mmu-mir-5105(P)	2.93	73.61	16.57	215.65	93.91
CATTCAACGCTGTCGGTGAGT	rno-mir-181a-2//mir-181a-1(MSub)	40.70	6.08	0.93	247.35	243.97
CATTCAACGCTGTCGGTGAG	rno-mir-181a-2//mir-181a-1(MSub)	63.29	2.65	0.93	167.78	165.76

### Prediction of Signalling Pathway Targets

To reveal the pathways most likely to be significantly regulated by miRNAs, pathway analysis was performed based upon the top 16 most highly detected miRNA sequences (>10,000 RPMM) utilizing DIANA LAB (loose, strict and Beta algorithms as well as TargetScan5 and Pictar [115] combined with TargetScan 6.0 (including poorly conserved sites – Total context score ≤-0.1) and Micro-org individual predictions (mirSVR score ≤ -0.3). Excluding targets which only appeared on one of the 7 prediction lists, the resultant 2808 genes were compared with a list of genes expressed in heart (as identified from 9 Sprague-Dawley rat left ventricular myocardium samples from 2 microarray experiments published on GEO (GSE6943; GSM160095-100 & GSE6880; GSM158589-91; http://www.ncbi.nlm.nih.gov/gds)) resulting in 1624 potential targets expressed in and therefore most relevant to heart. Of the significantly targeted pathways the most relevant to cardiac physiology and pathophysiology were the Ubiquitin-mediated Proteolysis pathway (Benjamini corrected P = 7.12×10^−7^; 46 targets), Mitogen-Activated Protein Kinase pathway (MAPKinase; P = 1.86×10^−6^; 75 targets; Fig. 11), Regulation of Actin Cytoskeleton (P = 2.29×10^−4^; 56 targets), Wnt pathways (P = 3.45×10^−4^; 42 targets), Calcium Signaling (P = 5.01×10^−4^; 49 targets), Gap junctions (P = 6.43×10^−4^; 27 targets) and Arrhythmogenic Right Ventricular Cardiomyopathy pathway (ARVC; P = 0.047; 20 targets).

**Figure 11:**
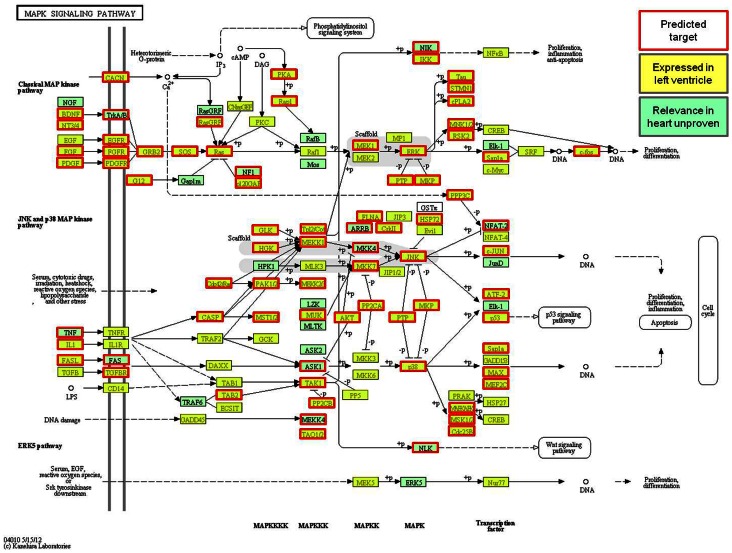
Pathway analysis of MAP Kinase signaling (Kegg pathway). Highlighted genes are targets predicted by 2 or more algorithms of the top 16 highest detected miRNAs (boxed in red; P = 1.86×10^−6^; 75 targets) showing overlap with genes expressed in the heart (highlighted; expression data 9 SD rat left ventricular myocardium samples from 2 microarray experiments, (GSE6943; GSM160095–100 & GSE6880; GSM158589–91; http://www.ncbi.nlm.nih.gov/gds).

Further analysis of a shortlist of genes important in contraction, electrical activity, Ca^2+^ signalling, cell communication, ion homeostasis and gene expression showed potential targeting of components contributing to the generation of I_Na_, I_Ca,L_, I_Kur_, I_to_, I_KATP_, I_NaCa_, I_f_, I_Kp_ as well as SR Ca^2+^ re-uptake and contraction (see Table S6).

## Discussion

### Value of Deep Sequencing Data

The rat is widely used as a model of heart disease and the importance of miRNAs in heart disease is by now well recognised. Therefore it is important to know as much as possible about miRNA expression in the rat heart. Deep sequencing yields information over and above that which can be obtained from microarrays or qPCR, in that the miRNAs that can be detected are not pre-designed into the method. Thus it provides the ability to detect novel sequences, including novel miRNAs and novel isomiRs of known miRNAs. This advantage is well illustrated in the present study.

Our data provide some interesting comparisons with the few previous next-generation sequencing studies in the heart. Linsen et al. [88] analysed rat heart using the SOLiD™ platform (Life Technologies) and detected 180 miRNAs in common with our study. There were 206 miRNAs detected in the present study that were not found in rat heart by Linsen et al. and 357 miRNAs reported in heart by Linsen et al. did not appear in our data. However of the top 20 miRs detected by Linsen et al., 10 were also highly detected in the present study. More recently Vacchi-Suzzi et al. [116] also investigated the expression of miRNA in rat left ventricle by next generation sequencing using HiSeq in conjunction with TruSeq Small RNA Sample Preparation Kits (Illumina). Vacchi-Suzzi et al. identified 636 rno- and/or mmu-miRs including expression of mmu-miR-486 as well as co-incidence of 13 of their top 20 highest detected miRNAs with the present study. In the 3 rat studies 5 common miRNAs were highly detected; rno-miR-26a, 30a, 30c, 30d & 30e.

In mouse heart 3 groups have investigated the miRNA expression profile ([61], [117], [118] using next generation technologies (Illumina, HiSeq 2000 and SOLiD™ platforms respectively). Of the Top 20 miRNAs detected in each mouse study 6 were detected in all 3 (mmu-miR-1, 126, 378, 26a, 125b & 133a). Thirteen of the top 20 most frequently detected miRNAs in our data were also in the top 20 of Rao et al.’s data [117], while 7 were also highly detected in the Humphreys et al. study [61] and 12 were also highly detected by Yang et al. [118]. The differences between studies are likely attributable to the combined effects of different species, tissue types (left ventricular wall *vs* whole heart), sequencing technologies and data analysis parameters. Additionally, given that the myocardium is not composed solely of cardiomyocytes it is unlikely that these profiles are the product of only this cell type; indeed Humphreys et al. identified 143 miRNAs which were expressed in either mouse left ventricular or HL-1 cell samples but not in both [61]. 

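miR-21 was detected in mid-myocardium at 2781 ± 482 RPMM, from 762, 2489 and 2479 reads in hearts 6, 7 and 8. Its rank by the mean was 35, and it was 35, 31 and 38 in the single libraries. Among rat entries without * sequences, an alternative chosen after the first rank was seen, it was 30.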

As the mid-myocardium (as used in the present study) also contains fibroblasts and vascular endothelial cells, the contribution of these cell types to the expression of miRNA needs to be considered; miR-21 (which we detected as 30th highest) has been shown to be expressed up to 4-fold higher in cardiac fibroblasts than myocytes [119] as well as being highly detected in various vascular beds [54], [55], [120]. However as some miRNAs are known to be highly exported [121], [122], especially in disease states [5], the cellular origin of the sequence may be of less importance than where they are functionally active.

### IsomiR Expression

Variability at the 5′ end is likely to have a significant effect on targeting because nts 2–8 form the seed region of the miRNA, which has a considerable contribution to target determination [1]. Therefore the ability to detect isomiRs and distinguish them from canonical miRNAs will enhance our understanding of the role of miRNAs in health and disease. A good case in point is miR-133a, of which more than half of the reads in our dataset were of a 5′ variant isomiR (miR-133a(v)). Furthermore there is evidence from miRBase for a similar proportion of miR-133a(v) *vs* miR-133a expression in human. Since miR-133a is enriched in the heart and dysregulated in heart disease [123]–[128], some changes in gene expression in heart disease may be attributable to changes in miR-133a(v). Genes predicted by DIANA-microT v3.0 to be targets of miR-133a(v) but not canonical miR-133a include gelsolin and KCNIP2 (KChIP2). Gelsolin is upregulated and promotes apoptosis in cardiomyopathy [129]. If a substantial proportion of all miR-133a isomiRs expressed in normal myocardium is miR-133a(v) (as suggested by our data) then the downregulation of this variant could contribute to the upregulation of gelsolin in heart disease. A precedent for the possibility of miR-133a isomiR-specific targeting has already been established [61]. Additionally, KCNIP2 (an accessory protein that modulates several cardiac ion channels and is involved in cardiac arrhythmia and heart failure [130]) was downregulated by overexpression of a miR-133a genomic precursor in mouse heart [131]. This was a surprising finding because KCNIP2 is not a predicted target of miR-133a. It is plausible that KCNIP2 was downregulated by miR-133a(v) if a substantial proportion of the genomic precursor were processed to form this isomiR.

IsomiRs with variations at the 3′ end are less likely to differ in terms of genes targeted because they do not alter the seed region. However, 3′ variation may affect certain target sites which rely on complementarity at the 3′ end, with potentially important physiological consequences.

### Novel Rat miRNAs and miRNA Genes

The importance of miR-1 in the heart is by now well recognised [132]. Manipulation of miR-1 expression in the rat heart may be a useful strategy for further investigating the physiological role of miR-1. However, such studies could have been confounded by the unknown existence of a second miR-1 gene. Our discovery of the second gene is therefore critical for miR-1 expression studies in the rat.

The putative novel miRNA reported in Fig. 8 has potential implications for the expression of its target genes. DIANA-microT v3.0 predicts 25 target sites in 7 genes for this miRNA sequence. The putative target genes are ADAMTS13 (von Willebrand factor-cleaving protease), SLC6A3 (Sodium-dependent dopamine transporter), PCNT (Pericentrin), MBD3 (Methyl-CpG-binding domain protein 3), ICOSLG (ICOS ligand precursor (B7 homolog 2)), FOXK2 (Forkhead box protein K2), and FOXK1 (Forkhead box protein K1).

Small et al. [72] reported enrichment of miR-486 in cardiac and skeletal muscle, and presented evidence for miR-486 as a downstream mediator of the actions of serum response factor, myocardin-related transcription factor-A and MyoD in muscle cells and a potential modulator of PI3K/Akt signalling in rat neonatal cardiomyocytes. Despite the likely importance of this miRNA in rat muscle, rat miR-486 does not appear in the current version of miRBase. This is presumably because the complete miR-486 gene is not in the rat genome database. We used PCR to read into this gap and determined the sequence of the pre-miR (Fig. 9). This information should be useful for future studies of miR-486 in rat models.

### Transmural Expression Gradients

TargetScan 6.2 predicts 307 conserved targets for hsa-miR-21, 56 for hsa-miR-99b and 154 for hsa-miR-486-5p. FOXP2 is a predicted target of miR-21; its expression is higher in epicardium than endocardium [112] (Fig. 10), which is the opposite to the gradient for miR-21 expression. This is consistent with miR-21 influencing transmural FOXP2 expression.

Calcineurin Aα (PPP3CA) is a predicted target of miR-21 and miR-99b (TargetScan 6.2) and is expressed more in epicardium than endocardium [113]. Calcineurin is a calmodulin-activated serine/threonine protein phosphatase that mediates cardiac hypertrophy progressing to heart failure [133] and electrical remodelling [134]. In relation to left ventricular transmural physiology, calcineurin downregulates expression of the Na^+^ channel Na_v_1.5 (SCN5A) and the gap junction proteins Cx40 (GJA5) and Cx43 (GJA1) [135], all of which are expressed in a transmural gradient opposite to that of calcineurin Aα [100], [112]–[114]. Expression of the K^+^ channel K_v_4.2 (KCND2) [136], the sarcoplasmic reticulum Ca^2+^ pump SERCA2 (ATP2A2) [137] and the Na^+^-Ca^2+^ exchanger NCX1 (SLC8A1) [137] is upregulated by calcineurin, and the transmural expression pattern of these genes parallels that of calcineurin [112], [113]. Thus, at the level of gene expression, there are consistencies that point toward a role of calcineurin Aα in determining transmural gradients in cardiac physiology. Nevertheless there may be non-transcriptional effects that make the picture more complicated. Calcineurin phosphatase activity is actually higher in endocardium than epicardium, secondary to higher intracellular [Ca^2+^] [138]. Calcineurin may have non-transcriptional inhibitory effects on SERCA2 [139] and NCX1 [140], [141] activity. The fast transient outward potassium current (I_to,f_) was increased by overexpression of constitutively active calcineurin in cultured neonatal rat ventricular myocytes [136] but reduced in calcineurin-overexpressing transgenic (TG) mice [142]. The β isoform of calcineurin A is also expressed in heart, uniformly across the left ventricular wall [138]. The relative importance of the two isoforms is not clear. Inactivation of the calcineurin Aβ gene in mice caused an 80% decrease in calcineurin enzymatic activity in the heart [143], suggesting that Aβ is the dominant calcineurin A isoform. On the other hand, silencing of calcineurin Aα was more effective at reducing SERCA2 expression than calcineurin Aβ silencing in neonatal rat cardiomyocytes [137]. Thus a role for miR-21 and/or miR-99b in influencing transmural physiology is an intriguing possibility but requires further study. It should also be mentioned that the determination of transmural calcineurin Aα expression was made in myocardial samples containing all cell types [113]. The above discussion pertains to cardiomyocytes but a transmural expression gradient in other cell types cannot be excluded. miR-21 is abundant in cardiac fibroblasts [119], in which calcineurin may be involved in regulating cell proliferation [144], [145]. miR-21 is enriched in endothelial cells [54], [55], [120], in which it mediates the endothelial-to-mesenchymal transition [146] and angiogenesis [147], [148]. Enrichment of miR-99b was found in cardiac valves [116], although there is no available evidence for a role of miR-99b in valve disease.

NCX1 (SLC8A1) is important for cardiomyocyte Ca^2+^ extrusion. Its higher expression in epicardium *vs* endocardium [113] is consistent with high endocardial intracellular [Ca^2+^] [138]. NCX1 is a predicted target of miR-486 (TargetScan 6.2), which we found to be higher in endocardium than epicardium (Fig. 10). Therefore miR-486 could conceivably influence transmural differences in intracellular Ca^2+^ handling.

IRX5 is a predicted target of miR-486, as discussed above. IRX5 negatively regulates K_v_4.2 K^+^ channel expression, and the IRX5 transmural expression gradient (higher in endocardium) [112] (Fig. 10) is responsible for the expression gradient (higher in epicardium) of Kv4.2 in the heart [76], [77]. miR-486 may be able to influence IRX5 expression but its own expression gradient tends in the opposite direction for it to be responsible for the transmural gradient of IRX5.

DIANA-microT v3.0 predicts 147 targets in 85 genes for the most abundant rno-miR-10b isomiR (Fig. S2). Among these, the transcription factor TBX5 is expressed in a transmural gradient that changes with heart development [149].

### Signalling Pathways

Within the Ubiquitin-mediated Proteolysis pathway the E1 enzyme UBLE1A and 14 of the 22 heart-expressed E2 enzymes are predicted to be targeted by the 16 most highly expressed miRNAs. Six of the 11 heart-expressed HECT type E3 enzymes, 3 out of 5 heart expressed U-box type E3 enzymes, 6 of 13 heart expressed single RING-finger type E3 enzymes and 10 of 36 heart expressed proteins within the multi subunit RING-finger type E3 complex are predicted targets. Recent studies have described how ubiquitination in the heart is upregulated in common cardiac diseases, including cardiac hypertrophy, heart failure, ischemia-reperfusion injury, and diabetes (for review see [150]). The overwhelming nature of the predicted targeting of the Ubiquitin-mediated Proteolysis Pathway suggested by the expression profile of our samples may reflect the importance of keeping this mechanism under tight control in normal tissue.

Within the MAP Kinase pathway 55 of the 98 heart expressed gene families (representing a total of 75 targets in 151 heart genes) were predicted as potential targets (Fig. 11). Interestingly the Ras gene family within this pathway was predicted to be targeted by 14 of the top 16 highest detected miRNAs; this family of genes as a part of the Ras/Raf-1/MEK/ERK cascade is generally regarded as playing a highly significant role in cardiac hypertrophy, myocardial cell death and myocardial remodelling [151].

Another highly targeted pathway, Wnt signalling, which is required for basic developmental processes such as control of asymmetrical cell division, remodelling of the cytoskeleton and cell adhesion [152], [153] is likely to be of importance in the heart especially in relation to the Wnt5 receptor, as Frizzled, and downstream proteins PLC, CAMKII and Calcineurin are all implicated in NFAT transcriptional changes associated with hypertrophy [154], [155]. All of our top 16 highest detected miRNAs are predicted to target at least one of the genes encoding proteins in the Wnt5 pathway.

### Conclusion

We have used deep sequencing to measure miRNA expression across the left ventricular wall of the adult rat heart. This has highlighted the complexity of the *in vivo* miRNA profile, as suggested by previous studies of cardiomyocyte cells [61]. Many miRNAs not previously reported in rat were detected and for each miRNA a range of isomiRs was present. Thorough characterisation of the normal pattern of miRNA expression is an important basis from which to study the role of miRNAs in regulating gene expression in the heart. Whilst transmural expression was uniform for most miRNAs, the gradients found for several miRNAs are intriguing and suggest potentially important roles in heart physiology.

## Supporting Information

Figure S1 **miRNA library construction from three rat heart samples assessed using the Bioanalyser 2100.**
(PDF) Click here for additional data file.

Figure S2 **Expression profile of rno-miR-10b isomiRs in mid-myocardium.**
(PDF) Click here for additional data file.

Table S1 **Sequences of PCR primers.**
(PDF) Click here for additional data file.

Table S2 **Oligonucleotide sequences of pSM30 inserts utilized to express artificial pre-miRs.**
(PDF) Click here for additional data file.

Table S3 **MiRNA reads annotated to previously characterised rat sequences.**
(PDF) Click here for additional data file.

Table S4 **MiRNA annotated to sequences not previously characterised in rat but identified in other species.**
(PDF) Click here for additional data file.

Table S5 *strand miRNA annotated to previously characterised sequences.
(PDF) Click here for additional data file.

Table S6 **Shortlist of genes relevant to cardiac contractile function predicted to be targeted by the top 16 highest detected miRNAs.**
(PDF) Click here for additional data file.

# Supplementary material for: Distinctive Profile of IsomiR Expression and Novel MicroRNAs in Rat Heart Left Ventricle
**Source:** PLoS One. 2013 Jun 14;8(6):e65809. doi: 10.1371/journal.pone.0065809
**Supplement:** Figure S1 — miRNA library construction from three rat heart samples assessed using the Bioanalyser 2100.

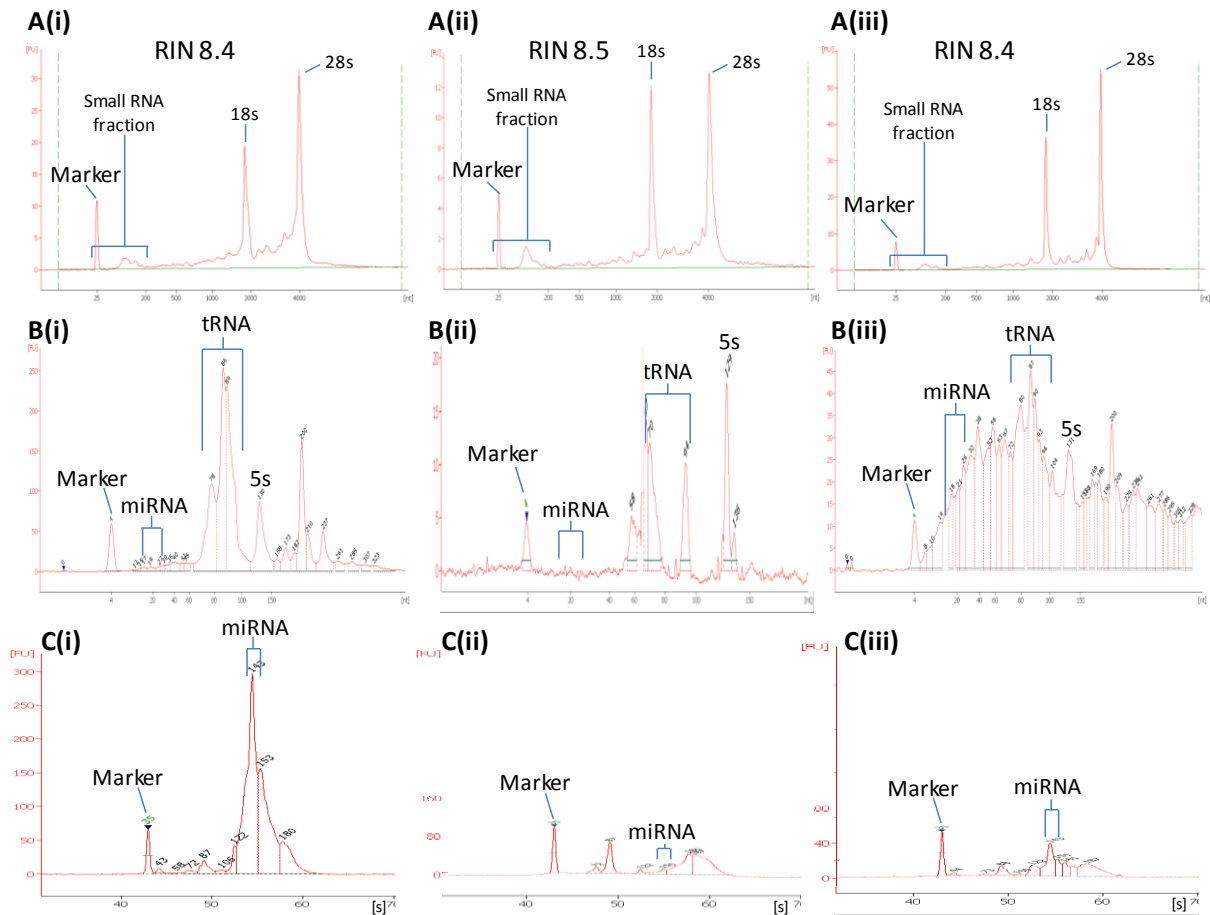

Fig S1. miRNA library construction from three rat heart samples (i-iii) assessed using the Bioanalyser 2100.

**A)** Typical RNA nano chip electropherograms of RNA samples with high quality as established by RIN (>8.0).

**B)** Small RNA chip electropherograms of the samples in **A** illustrating in: **(i)** the presence of miRNA (and other small RNA species; note the dominance of the triple peaked tRNA complex); **(ii)** the relative absence of small RNA species and complete absence of miRNA (the masked peak at 68nt is a movement artefact); **(iii)** the over abundance of small RNA species which almost entirely mask the tRNA and 5S peaks. The electropherograms are normalised to the marker amplitude.

**C)** High sensitivity DNA chip electropherograms of the libraries prepared from the samples in **B** illustrating in: **(i)** the presence a dominant peak close to the predicted length of 147nt for the product amplified from miRNA cDNA (143nt peak concentration 1,123.78 pg/μl; discrepancy of measured peak due to sizing inaccuracies of the chip; ref the manual for % inaccuracies); **(ii)** 147nt peak is absent in this sample; **(iii)** small peak close to 147nt (143nt peak concentration 116.88 pg/μl). The electropherograms are normalised to the marker amplitude.

# Supplementary material for: Distinctive Profile of IsomiR Expression and Novel MicroRNAs in Rat Heart Left Ventricle
**Source:** PLoS One. 2013 Jun 14;8(6):e65809. doi: 10.1371/journal.pone.0065809
**Supplement:** Figure S2 — Expression profile of rno-miR-10b isomiRs in mid-myocardium.

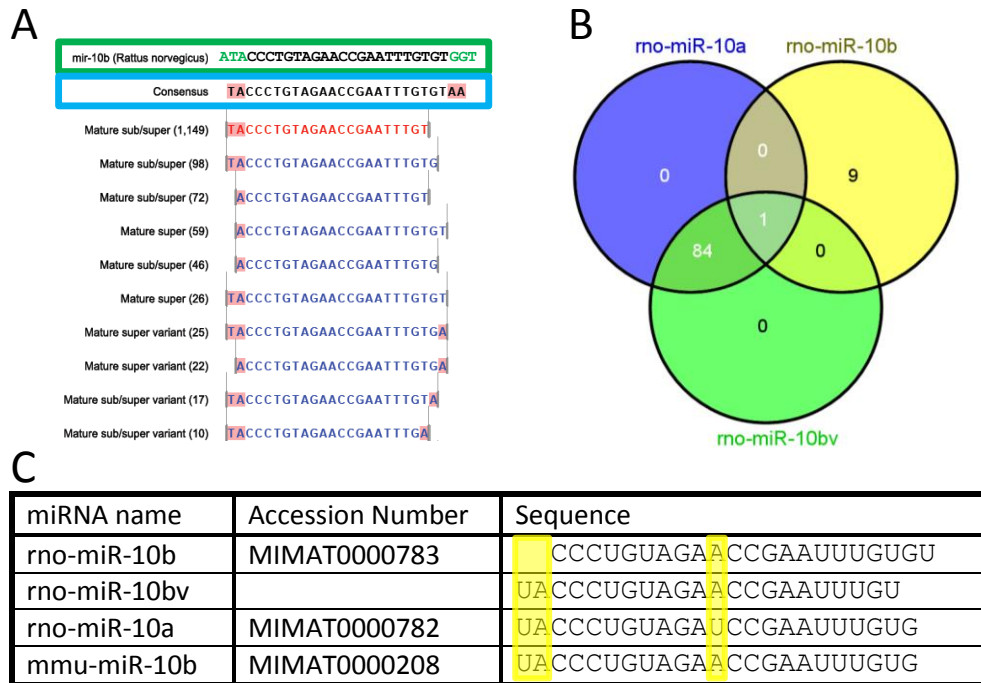

Fig S2 Expression profile of rno-miR-10b isomiRs in mid-myocardium.

**A)** Ten most highly detected miR-10b isomiR sequences with expression values in brackets aligned to the published pre-miR sequence (boxed in green; miRBase v18). The consensus sequence (boxed in blue) represents the most prevalent nucleotide aligned at each position (nucleotides highlighted in pink represent variations from the miRBase published mature sequence). **B)** Target genes for mature (rno-miR-10b), most prevalent isomiR (rno-miR-10bv) and rno-miR-10a predicted by DIANA-microT v3.0. **C)** Sequence alignments for miR-10a&b and most prevalent variant.

# Supplementary material for: Distinctive Profile of IsomiR Expression and Novel MicroRNAs in Rat Heart Left Ventricle
**Source:** PLoS One. 2013 Jun 14;8(6):e65809. doi: 10.1371/journal.pone.0065809
**Supplement:** Table S1 — Sequences of PCR primers.

| Primer annotation | Primer direction | Primer sequence                |
|-------------------|------------------|--------------------------------|
| pre-miR-486F      | Forward          | TAGTGCTGTGCATGGGGCA            |
| pre-miR-486R      | Reverse          | AGGTGTGCATCAGGGCAGA            |
| hGSNFg2           | Forward (outer)  | TCCCCTCGGGAGGCGAGTTC           |
| hGSNRg2           | Reverse (outer)  | ACACCTGGCACTGCCCCCTT           |
| hGSN3FXhoI        | Forward (inner)  | CAAGGACTCGAGATCGAAGAGGTTCTGGTG |
| hGSN3RBamHI       | Reverse (inner)  | AGGAAGGGATCCCTGGTCCCAGGTGTCC   |

Table S1. Sequences of PCR primers. The top two were used for amplifying the miR-486 stem-loop sequence from rat genomic DNA. The other four were used for nested amplification of part of the gelsolin gene from human genomic DNA. The inner primers incorporate restriction sites for subcloning.

# Supplementary material for: Distinctive Profile of IsomiR Expression and Novel MicroRNAs in Rat Heart Left Ventricle
**Source:** PLoS One. 2013 Jun 14;8(6):e65809. doi: 10.1371/journal.pone.0065809
**Supplement:** Table S2 — Oligonucleotide sequences of pSM30 inserts utilized to express artificial pre-miRs.

|                                                                                                                                                                  |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| miR-133a                                                                                                                                                         |
| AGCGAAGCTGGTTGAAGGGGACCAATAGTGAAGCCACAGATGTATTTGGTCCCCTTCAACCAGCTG<br>     <br>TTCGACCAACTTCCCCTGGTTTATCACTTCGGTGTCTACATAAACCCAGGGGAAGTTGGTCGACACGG              |
| miR-133a(v)                                                                                                                                                      |
| 5' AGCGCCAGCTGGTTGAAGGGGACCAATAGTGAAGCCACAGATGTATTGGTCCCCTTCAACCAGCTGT 3'<br>     <br>3' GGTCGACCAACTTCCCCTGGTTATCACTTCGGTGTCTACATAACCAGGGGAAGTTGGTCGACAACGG 5'  |
| siR-mCh                                                                                                                                                          |
| 5' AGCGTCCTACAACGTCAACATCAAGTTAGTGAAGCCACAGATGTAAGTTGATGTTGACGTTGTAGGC 3'<br>     <br>3' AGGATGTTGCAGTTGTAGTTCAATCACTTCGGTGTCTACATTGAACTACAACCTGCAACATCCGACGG 5' |
| NTC                                                                                                                                                              |
| 5' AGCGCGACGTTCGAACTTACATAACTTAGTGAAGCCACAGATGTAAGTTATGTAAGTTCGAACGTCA 3'<br>     <br>3' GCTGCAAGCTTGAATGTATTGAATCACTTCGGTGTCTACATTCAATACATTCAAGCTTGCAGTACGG 5'  |

Table S2. Oligonucleotide sequences of pSM30 inserts utilized to express artificial pre-miRs for canonical miR-133a, variant (miR-133a(v)), siRNA against mCherry (siR-mCh) and a random non-targeting negative control sequence (NTC). 'Mature' sequence underlined.

# Supplementary material for: Distinctive Profile of IsomiR Expression and Novel MicroRNAs in Rat Heart Left Ventricle
**Source:** PLoS One. 2013 Jun 14;8(6):e65809. doi: 10.1371/journal.pone.0065809
**Supplement:** Table S3 — MiRNA reads annotated to previously characterised rat sequences.

Table S3A

Table S3A Cont.

| Mature Sequence          | miRNA name                | Exact Mature Normalised (RPMM) |       | Grouped on Mature Normalised (RPMM) |       | Exact/grouped on Mature % |      |
|--------------------------|---------------------------|--------------------------------|-------|-------------------------------------|-------|---------------------------|------|
|                          |                           | Mean                           | SEM   | Mean                                | SEM   | Mean                      | SEM  |
| AGCTACATTGCTGCTGGGTTTC   | mir-221                   | 26.57                          | 8.40  | 141.30                              | 13.18 | 17.97                     | 4.69 |
| TCTACAGTGCACGTGTCTCCAG   | mir-139                   | 17.17                          | 2.27  | 139.69                              | 41.11 | 13.41                     | 2.12 |
| ACAGCAGGCACAGACAGGCAG    | mir-214                   | 11.76                          | 6.49  | 137.25                              | 22.13 | 7.58                      | 3.10 |
| TAGCAGCACATCATGGTTTACA   | mir-15b                   | 96.64                          | 29.23 | 131.77                              | 35.05 | 72.28                     | 3.38 |
| TTATAAAGCAATGAGACTGATT   | mir-340                   | 84.69                          | 12.81 | 130.26                              | 13.25 | 64.30                     | 3.82 |
| GCCCTGGGCTATCCTAGAA      | mir-331                   | 20.04                          | 1.43  | 123.79                              | 26.92 | 17.94                     | 4.03 |
| ACGCCCTTCCCCCTTCTTCA     | mir-1249                  | 71.65                          | 19.26 | 119.23                              | 31.46 | 59.79                     | 1.13 |
| CATGCCTTGAGTGTAGGACTGT   | mir-532                   | 62.85                          | 6.87  | 107.15                              | 8.27  | 58.47                     | 2.71 |
| TTTGAACCATCACTCGACTCCT   | mir-434                   | 95.69                          | 17.45 | 106.27                              | 20.02 | 90.34                     | 0.99 |
| TCTTTGGTTATCTAGCTGTATGA  | mir-9-1//mir-9-3//mir-9-2 | 37.94                          | 14.23 | 100.25                              | 25.81 | 35.88                     | 4.08 |
| TTATCAGAATCTCCAGGGGTAC   | mir-361                   | 49.93                          | 6.10  | 86.34                               | 7.41  | 57.46                     | 2.54 |
| TACAGTATAGATGATGTACT     | mir-144                   | 54.46                          | 18.69 | 70.95                               | 25.62 | 78.66                     | 2.77 |
| TGGCAGTGTCTTAGCTGGTTGT   | mir-34a                   | 44.25                          | 6.75  | 68.46                               | 4.27  | 64.27                     | 7.65 |
| TAATGCCCTTAAAAATCCTTAT   | mir-365                   | 39.70                          | 8.96  | 66.75                               | 15.26 | 59.65                     | 0.74 |
| AAGGTTACTTGTAGTTCAGG     | mir-872                   | 23.71                          | 3.12  | 66.20                               | 7.39  | 35.65                     | 1.36 |
| TTTGCTTGATCTAACCATGT     | mir-218a-2//mir-218a-1    | 36.12                          | 10.30 | 63.76                               | 18.27 | 57.68                     | 4.26 |
| CAAGTCACTAGTGGTCCGTTT    | mir-224                   | 31.85                          | 5.09  | 58.13                               | 10.44 | 55.26                     | 1.39 |
| TGGAGAGAAAGGCAGTTCCTGA   | mir-185                   | 28.94                          | 0.39  | 54.34                               | 3.36  | 53.70                     | 3.70 |
| AGGCAGTGTAGTGTAGCTGATTGC | mir-34c                   | 38.03                          | 1.86  | 48.83                               | 0.52  | 77.83                     | 3.05 |
| TAAAGTGCTGACAGTGCAGAT    | mir-106b                  | 26.48                          | 3.41  | 42.28                               | 5.06  | 62.76                     | 5.15 |
| TGTAACAGCAACTCCATGTGGA   | mir-194-1//mir-194-2      | 29.77                          | 4.47  | 39.86                               | 2.03  | 74.36                     | 9.98 |
| TCCGGTTCTCAGGGCTCCACC    | mir-671                   | 17.95                          | 0.53  | 38.82                               | 3.17  | 46.96                     | 4.43 |
| CCTCTGGGCCCTTCTCCAGT     | mir-326                   | 15.27                          | 2.98  | 35.66                               | 3.46  | 42.27                     | 4.85 |
| CAAAGTGCTTACAGTGCAGGTAG  | mir-17-1//mir-17-2        | 10.89                          | 4.53  | 32.20                               | 5.03  | 31.54                     | 8.44 |
| AATATAACACAGATGGCCTGT    | mir-410                   | 24.75                          | 5.92  | 26.59                               | 6.73  | 94.29                     | 2.97 |
| AACTGGCCTACAAGTCCCAGT    | mir-193                   | 19.87                          | 6.85  | 22.56                               | 7.11  | 85.43                     | 5.23 |
| TAAACAGCTACAGCCATGGTCG   | mir-132                   | 10.77                          | 1.87  | 22.16                               | 3.81  | 50.03                     | 8.87 |

Table S3B

| Mature Sequence           | miRNA name           | Exact Mature Normalised (RPMM) |      | Grouped on Mature Normalised (RPMM) |        | Exact/grouped on Mature % |       |
|---------------------------|----------------------|--------------------------------|------|-------------------------------------|--------|---------------------------|-------|
|                           |                      | Mean                           | SEM  | Mean                                | SEM    | Mean                      | SEM   |
| CCCTGTAGAACCGAATTTGTGT    | mir-10b              | 0.00                           | 0.00 | 1122.49                             | 193.89 | 0.00                      | 0.00  |
| AGACCTGGTCTGCACTCTGTCT    | mir-504              | 0.32                           | 0.32 | 252.41                              | 11.73  | 0.14                      | 0.14  |
| TATTCATTACTCCCCAGCCTA     | mir-664-1//mir-664-2 | 9.47                           | 0.59 | 210.25                              | 13.06  | 4.52                      | 0.29  |
| TTCAACAAGAGGTGTCTTTCAT    | mir-3585             | 2.94                           | 1.56 | 181.63                              | 20.72  | 1.45                      | 0.76  |
| TCAGTGCATGACAGAAGTGG      | mir-152              | 6.39                           | 3.25 | 157.69                              | 10.23  | 4.32                      | 2.27  |
| AATGACACGATCACTCCCGTTGA   | mir-425              | 8.61                           | 4.50 | 122.60                              | 10.98  | 7.74                      | 4.09  |
| CACTCAGTAAGGCATTGTTC      | mir-201              | 7.09                           | 0.28 | 103.77                              | 14.75  | 7.14                      | 1.07  |
| TCCAGCATCAGTGATTTTGTGA    | mir-338              | 1.08                           | 0.56 | 95.71                               | 7.37   | 1.04                      | 0.55  |
| TGTGCAATCCATGCAGAACTGA    | mir-19b-1//mir-19b-2 | 9.31                           | 2.47 | 72.75                               | 11.77  | 13.07                     | 2.82  |
| GTCAACACTTGCTGTTTCC       | mir-505              | 0.76                           | 0.39 | 71.61                               | 10.05  | 1.01                      | 0.51  |
| AGCTACATCTGGTACTGGGT      | mir-222              | 2.25                           | 0.66 | 66.70                               | 11.40  | 3.69                      | 1.27  |
| TCTGTCCCTCTTGGCCCTTAG     | mir-3577             | 4.08                           | 0.36 | 53.56                               | 10.51  | 8.43                      | 2.15  |
| TGATATGTTTGATATATTAGGT    | mir-190              | 3.99                           | 2.03 | 53.40                               | 11.04  | 6.26                      | 3.26  |
| ATATAATACAACCTGCTAAGTG    | mir-374              | 6.53                           | 1.34 | 51.88                               | 7.73   | 12.45                     | 1.54  |
| TGTCAGTTTGTCAAATACCCC     | mir-223              | 6.46                           | 3.38 | 51.09                               | 5.43   | 13.72                     | 6.90  |
| TGCTGACCCCTAGTCCAGTGC     | mir-345              | 3.42                           | 2.23 | 43.42                               | 5.36   | 7.60                      | 4.28  |
| TCCCTGTCCTCCAGGAGCTCAG    | mir-339              | 5.83                           | 1.02 | 43.13                               | 3.15   | 13.39                     | 1.89  |
| GTGAAATGTTTAGGACCACTAG    | mir-203              | 6.31                           | 2.30 | 35.29                               | 7.22   | 16.71                     | 3.23  |
| TTTGCAATGGTAGAACTCACACCG  | mir-182              | 6.42                           | 2.76 | 32.64                               | 4.01   | 18.98                     | 6.67  |
| TGGACGGAGAAGTATAAGGGT     | mir-184              | 2.69                           | 0.47 | 29.54                               | 21.32  | 31.79                     | 18.49 |
| TAGTAGACCGTATAGCGTACG     | mir-411              | 9.15                           | 0.86 | 22.10                               | 1.60   | 41.65                     | 4.19  |
| TAAAGTGCTTATAGTGCAGGTAG   | mir-20a              | 9.25                           | 1.26 | 19.51                               | 4.53   | 49.44                     | 5.30  |
| TCAGGCTCAGTCCCCTCCCGAT    | mir-484              | 4.88                           | 1.97 | 17.99                               | 5.68   | 24.86                     | 7.90  |
| TTGAAAGGCTGTTTCTGGTC      | mir-488              | 4.18                           | 1.43 | 16.68                               | 4.40   | 32.40                     | 17.35 |
| TAATACTGCCGGGTAATGATG     | mir-200c             | 0.00                           | 0.00 | 15.81                               | 4.11   | 0.00                      | 0.00  |
| CAGTGGTTTTACCTATGGTAG     | mir-140              | 6.87                           | 1.85 | 13.24                               | 0.50   | 51.15                     | 11.93 |
| TAACACTGTCTGGTAAAGATGG    | mir-141              | 0.32                           | 0.32 | 13.14                               | 3.95   | 1.52                      | 1.52  |
| TATACAAGGGCAAGCTCT        | mir-381              | 0.00                           | 0.00 | 12.89                               | 1.68   | 0.00                      | 0.00  |
| GGCAGAGGAGGGCTGTTCTTCCC   | mir-298              | 7.48                           | 2.15 | 12.83                               | 3.64   | 57.94                     | 4.83  |
| CTCGGGATCATCATGTACGA      | mir-542              | 1.81                           | 1.02 | 11.85                               | 5.00   | 11.62                     | 5.82  |
| GAAGTTCTGTTATACACTCAGG    | mir-148b             | 0.00                           | 0.00 | 11.15                               | 1.77   | 0.00                      | 0.00  |
| TGTCTGCCTGAGTGCCTGCCTCT   | mir-346              | 6.56                           | 2.05 | 10.93                               | 1.82   | 64.44                     | 21.20 |
| AATTGCACGGTATCCATCTGT     | mir-363              | 6.02                           | 0.52 | 10.74                               | 0.89   | 56.65                     | 5.93  |
| GCACTGAGATGGGAGTGGTGTA    | mir-674              | 0.32                           | 0.32 | 9.44                                | 1.95   | 2.38                      | 2.38  |
| AAGGGATTCTGATGTTGGTCACACT | mir-541              | 2.91                           | 1.47 | 8.32                                | 2.50   | 27.78                     | 14.70 |
| AGGCAAGATGCTGGCATAGCTG    | mir-31               | 5.22                           | 2.05 | 8.07                                | 2.35   | 75.00                     | 25.00 |
| AGCTGGTGTGTGAATCAGGCCG    | mir-138-2//mir-138-1 | 5.57                           | 3.47 | 7.84                                | 4.60   | 68.75                     | 6.25  |
| TATTGCACTCGTCCCGCCTCC     | mir-92b              | 1.39                           | 0.82 | 7.00                                | 1.79   | 15.56                     | 8.68  |
| TGTAACAATTCTAGGCAATGT     | mir-384              | 4.18                           | 2.47 | 5.89                                | 3.58   | 72.12                     | 2.88  |

**Table S3** MiRNA reads annotated to previously characterised rat sequences (by alignment to miRBase V18) normalised to the total number of annotated sequences (reads per million mapped (RPMM)) The figure in the column labelled 'Exact Mature' refers to the number of reads matching the canonical mature miRNA sequence in miRBase, while 'Grouped on Mature' refers to all reads matching the mature sequence but allowing for up to 2 mismatches within the sequence and/or 3 additions/deletions from either the 5' or 3' ends. A: 106 miRNAs with  $\geq 10$  reads of the 'exact mature' sequence in any one sample prior to normalisation. B: An additional 39 miRNAs with  $< 10$  'exact mature' reads but  $\geq 10$  'grouped on mature' reads in any one sample prior to normalisation.

# Supplementary material for: Distinctive Profile of IsomiR Expression and Novel MicroRNAs in Rat Heart Left Ventricle
**Source:** PLoS One. 2013 Jun 14;8(6):e65809. doi: 10.1371/journal.pone.0065809
**Supplement:** Table S4 — MiRNA annotated to sequences not previously characterised in rat but identified in other species.

Table S4A

| Mature Sequence        | miRNA name            | Exact Mature Normalised (RPMM) |         | Grouped on Mature Normalised (RPMM) |          | Exact/grouped on Mature % |       |
|------------------------|-----------------------|--------------------------------|---------|-------------------------------------|----------|---------------------------|-------|
|                        |                       | Mean                           | SEM     | Mean                                | SEM      | Mean                      | SEM   |
| TCCTGTACTGAGCTGCCCGAG  | hsa-mir-486//mir-3107 | 48568.44                       | 6048.85 | 117242.03                           | 12999.51 | 41.30                     | 0.75  |
| TCTGGCTCCGTGCTTCACTCCC | hsa-mir-149           | 946.12                         | 150.45  | 2930.49                             | 308.21   | 31.91                     | 1.78  |
| TAGCAGCACATAATGGTTTGT  | bta-mir-15a           | 319.73                         | 19.67   | 338.36                              | 23.18    | 94.61                     | 1.26  |
| TGCGGGGCTAGGGCTAACAGCA | hsa-mir-744           | 52.69                          | 4.03    | 259.03                              | 33.62    | 20.68                     | 1.31  |
| CACGCTCATGCACACACCACA  | cfa-mir-574           | 96.25                          | 11.34   | 181.70                              | 9.65     | 52.71                     | 4.25  |
| AAGGTAGATAGAACAGGCTTG  | cfa-mir-1839          | 33.09                          | 4.28    | 158.62                              | 13.57    | 21.36                     | 4.01  |
| CTCCTGGCTGGCTCGCCA     | oan-mir-1386          | 62.06                          | 11.12   | 155.09                              | 13.55    | 39.75                     | 5.74  |
| TAGCAGCACATAATGGTTTGTG | age-mir-15a           | 40.54                          | 4.42    | 152.80                              | 13.04    | 27.50                     | 5.70  |
| TATGGAGTCTCTGTCTGACT   | mmu-mir-1843          | 44.60                          | 10.34   | 106.20                              | 22.18    | 41.74                     | 1.58  |
| AACTGGCCCAAAAGTCCCGCT  | eca-mir-193b          | 61.70                          | 27.35   | 92.79                               | 38.14    | 64.79                     | 3.33  |
| TCTCGTGGGGCCTCCA       | hsa-mir-720           | 32.85                          | 6.48    | 52.16                               | 5.11     | 61.76                     | 7.88  |
| ATGGAGTCTCTGTCTGACTT   | mmu-mir-1843b         | 14.91                          | 2.72    | 32.00                               | 5.96     | 46.68                     | 2.63  |
| GGGGCTGGCGCGCGCC       | hsa-mir-4492          | 20.83                          | 10.24   | 29.76                               | 14.60    | 76.52                     | 12.39 |
| ATCTCGTGGGGCCTCCA      | mmu-mir-720           | 20.55                          | 1.54    | 22.83                               | 2.61     | 91.03                     | 4.68  |
| CTCACCTGGAGCATGTTTCT   | mmu-mir-1983          | 11.52                          | 4.20    | 19.50                               | 4.87     | 56.06                     | 6.06  |

Table S4B

**Table S4** MiRNA annotated to sequences not previously characterised in rat but identified in other species (novel orthologs; aligned to miRBase V18) normalised to total annotated sequences (reads per million mapped (RPMM))for **A** 15 miRNAs with  $\geq 10$  reads of the 'exact mature' sequence in any one sample prior to normalisation and **B** an additional 53 miRNAs with  $\geq 10$  'grouped on mature' reads (allowing for up to 2 mismatches within the sequence and/or 3 additions/deletions from either the 5' or 3' ends) in any one sample prior to normalisation.

# Supplementary material for: Distinctive Profile of IsomiR Expression and Novel MicroRNAs in Rat Heart Left Ventricle
**Source:** PLoS One. 2013 Jun 14;8(6):e65809. doi: 10.1371/journal.pone.0065809
**Supplement:** Table S5 — *strand miRNA annotated to previously characterised sequences.

Table S5A

| Mature* Sequence        | miRNA name              | Exact Mature Normalised (RPMM) |         | Grouped on Mature Normalised (RPMM) |         | Exact/grouped on Mature % |       | Mature/* Fold difference |
|-------------------------|-------------------------|--------------------------------|---------|-------------------------------------|---------|---------------------------|-------|--------------------------|
|                         |                         | Mean                           | SEM     | Mean                                | SEM     | Mean                      | SEM   |                          |
| CATTATTACTTTTGGTACGCG   | rno-mir-126*            | 6229.70                        | 1046.59 | 7990.04                             | 1136.06 | 77.40                     | 2.44  | 1.3210                   |
| CTAGACTGAGGCTCCTTGAGG   | rno-mir-151*            | 1242.77                        | 182.20  | 5568.43                             | 835.89  | 22.36                     | 0.24  | 3.3165                   |
| CACTAGATTGTGAGCTCCTGGA  | rno-mir-28*             | 1031.21                        | 105.96  | 2367.74                             | 188.68  | 43.40                     | 0.98  | 7.7353                   |
| CTTTCAGTCGGATGTTACAGC   | rno-mir-30e*            | 912.62                         | 30.24   | 1505.23                             | 21.87   | 60.62                     | 1.60  | 0.0960                   |
| CTATACGACCTGCTGCCTTCT   | rno-let-7d*             | 883.81                         | 98.43   | 1215.29                             | 136.35  | 72.74                     | 0.14  | 0.6198                   |
| TGAGGGGAGAGAGCGAGACTTTT | rno-mir-423*            | 98.81                          | 9.69    | 753.84                              | 74.42   | 13.17                     | 0.80  | 1.2335                   |
| CTTTCAGTCGGATGTTGCAGC   | rno-mir-30a*            | 303.61                         | 15.47   | 720.18                              | 46.27   | 42.25                     | 1.03  | 0.0164                   |
| ACAAGTCAGGCTCTTGGGACCT  | rno-mir-125b-2*         | 176.53                         | 15.64   | 559.00                              | 32.26   | 31.52                     | 1.67  | 0.1264                   |
| AGCTGTTAAATGGAACCAAAT   | rno-mir-133a*           | 176.14                         | 15.10   | 265.87                              | 31.38   | 66.77                     | 2.20  | 0.0025                   |
| GTGCTACTGAGCTGAAACAGT   | rno-mir-24-2*           | 107.49                         | 11.98   | 228.65                              | 24.41   | 46.97                     | 0.24  | 0.2921 #                 |
| AGTTCTTCAGTGGCAAGCTTTA  | rno-mir-22*             | 62.17                          | 6.44    | 184.99                              | 17.51   | 33.71                     | 2.08  | 0.0012                   |
| CTGGGAGAAGGCTGTTTACTCT  | rno-mir-30c-2*          | 119.97                         | 14.81   | 184.73                              | 15.68   | 64.51                     | 3.02  | 0.0146 #                 |
| CTCCTGACTCCAGTGCTGTGT   | rno-mir-378*            | 119.34                         | 15.22   | 170.93                              | 19.00   | 69.57                     | 1.56  | 0.0071                   |
| ACCATCGACCGTTGAGTGGACC  | rno-mir-181c*           | 45.89                          | 14.14   | 141.09                              | 24.71   | 30.69                     | 5.39  | 0.0847                   |
| CCCCAGGTGTGATTCTGATTCTG | rno-mir-361*            | 21.22                          | 0.76    | 138.23                              | 14.47   | 15.63                     | 1.38  | 1.6010                   |
| ACCATCGACCGTTGATTGTACC  | rno-mir-181a-1*         | 61.91                          | 3.53    | 105.11                              | 5.76    | 58.93                     | 1.72  | 0.0090 #                 |
| GAGCTTTTGGCCGGGTATAC    | rno-mir-208*            | 67.37                          | 21.34   | 103.98                              | 24.71   | 62.01                     | 5.93  | 0.4218                   |
| TGAAGTATTGAGTGCCTCTCT   | rno-mir-872*            | 75.09                          | 4.44    | 85.79                               | 2.40    | 87.38                     | 2.92  | 1.2959                   |
| CTATACAACTACTGTCTTTTCC  | rno-let-7a-1//let-7c-2* | 8.64                           | 2.60    | 84.98                               | 7.30    | 9.99                      | 2.75  | 0.0081                   |
| CTGGGAGAGGTTGTTTACTCC   | rno-mir-30c-1*          | 44.85                          | 9.58    | 80.77                               | 12.73   | 54.60                     | 3.10  | 0.0146 #                 |
| GCAGTCCACGGGCATATACACT  | rno-mir-455*            | 16.21                          | 2.53    | 57.98                               | 3.98    | 27.76                     | 2.91  | 4.7412                   |
| GGATATCATCATATACTGTAAGT | rno-mir-144*            | 43.54                          | 15.99   | 57.09                               | 18.65   | 73.54                     | 4.70  | 0.8047                   |
| CTTTCAGTCAGATGTTGCTGC   | rno-mir-30d*            | 18.49                          | 3.42    | 50.42                               | 10.11   | 37.60                     | 4.07  | 0.0020                   |
| CCAATATTGGCTGTGCTGCTCCA | rno-mir-195*            | 8.04                           | 1.21    | 35.80                               | 5.75    | 23.52                     | 4.21  | 0.0691                   |
| AACCTGTTGAACAAGTGAACCC  | rno-mir-582*            | 11.12                          | 2.76    | 30.87                               | 5.94    | 35.65                     | 4.89  | 6.2961                   |
| AGGTTCTGTGATACACTCGACT  | rno-mir-152*            | 16.91                          | 2.54    | 19.63                               | 2.26    | 85.91                     | 7.18  | 0.1245                   |
| AGCCACTGCCACAGCACACTG   | rno-mir-210*            | 9.75                           | 2.43    | 13.17                               | 1.91    | 73.89                     | 12.41 | 0.0895                   |
| CATCATCGTCTCAATGAGTCT   | rno-mir-136*            | 8.49                           | 1.02    | 9.44                                | 1.95    | 92.86                     | 7.14  | 4.9839                   |
| AGGGCCCCCCTCAATCCTGT    | rno-mir-296*            | 4.24                           | 3.60    | 5.00                                | 3.75    | 71.15                     | 21.15 | 6.4438                   |

Table S5B

| Mature* Sequence         | miRNA name      | Exact Mature Normalised (RPMM) |      | Grouped on Mature Normalised (RPMM) |        | Exact/grouped on Mature % |      | Mature/* Fold difference |
|--------------------------|-----------------|--------------------------------|------|-------------------------------------|--------|---------------------------|------|--------------------------|
|                          |                 | Mean                           | SEM  | Mean                                | SEM    | Mean                      | SEM  |                          |
| TACCACAGGGTAGAACACCGG    | rno-mir-140*    | 6.97                           | 0.94 | 1317.90                             | 143.75 | 0.55                      | 0.11 | 99.5617                  |
| GGATTCTGGAAATACTGTTC     | rno-mir-145*    | 0.00                           | 0.00 | 396.04                              | 165.44 | 0.00                      | 0.00 | 0.2717                   |
| AAACATGAAGCGCTGCAACA     | rno-mir-322*    | 7.95                           | 1.31 | 316.02                              | 13.03  | 2.49                      | 0.30 | 0.3598                   |
| CTATACAACTACTGCTTCCC     | rno-let-7b*     | 0.32                           | 0.32 | 236.06                              | 24.74  | 0.13                      | 0.13 | 0.0973                   |
| ACCACCAACCGTTGACTGT      | rno-mir-181a-2* | 4.15                           | 1.84 | 118.15                              | 13.34  | 3.27                      | 1.14 | 0.0090 #                 |
| CAAGCTCGTTTCTATGGGCTG    | rno-mir-99a*    | 5.48                           | 2.61 | 81.58                               | 5.15   | 6.44                      | 2.69 | 0.1036                   |
| AGAGCTTAGCTGATTGGTGAACAG | rno-mir-27b*    | 0.44                           | 0.44 | 80.99                               | 11.87  | 0.44                      | 0.44 | 0.0032                   |
| CGCAGCTGGGGTACTGCTGC     | rno-mir-106b*   | 2.35                           | 2.35 | 67.59                               | 8.47   | 2.78                      | 2.78 | 1.5988                   |
| GGAGTATTGTTTCGCTGCTGG    | rno-mir-503*    | 3.10                           | 3.10 | 44.55                               | 17.31  | 3.95                      | 3.95 | 23.6585                  |
| ATCAACAGACATTAAATGGG     | rno-mir-421*    | 0.00                           | 0.00 | 38.23                               | 7.30   | 0.00                      | 0.00 | 32.8394                  |
| CTATACAACTATTGCCTTCC     | rno-let-7f-1*   | 1.71                           | 1.11 | 30.31                               | 4.89   | 5.42                      | 2.92 | 0.0023                   |
| CAAGCTCGTCTGTGGGTCCG     | rno-mir-99b*    | 1.49                           | 1.05 | 24.64                               | 5.60   | 5.29                      | 2.90 | 0.0056                   |
| TCACCTCAGGATGTACACCCA    | rno-mir-547*    | 2.85                           | 1.97 | 23.30                               | 2.29   | 10.97                     | 6.94 | 3.2432                   |
| GGTGAGTGTGATCTCTGG       | rno-mir-143*    | 1.96                           | 1.15 | 22.64                               | 3.94   | 8.75                      | 5.91 | 0.0002                   |
| CTGGCAAGCTACTGCTTGTCT    | rno-let-7i*     | 9.47                           | 0.59 | 21.59                               | 2.74   | 45.00                     | 5.00 | 0.0039                   |
| CCTGTTCTCATTACTTGCTC     | rno-mir-26b*    | 9.38                           | 2.70 | 20.02                               | 4.35   | 45.24                     | 4.76 | 0.0038                   |
| TGACCGATTTCCTGGTGTTC     | rno-mir-29c*    | 0.00                           | 0.00 | 18.24                               | 1.92   | 0.00                      | 0.00 | 0.0208                   |
| CTATACGGCTCTAGCTTTCC     | rno-let-7e*     | 7.19                           | 1.69 | 18.15                               | 3.25   | 38.91                     | 2.00 | 0.0276                   |
| CTGGCTGGGAAAATGATTGG     | rno-mir-664-2*  | 0.76                           | 0.39 | 17.13                               | 1.01   | 4.46                      | 2.25 | 0.0815                   |
| CTATACAGTCTACTGCTTTC     | rno-let-7f-2*   | 0.44                           | 0.44 | 16.09                               | 2.42   | 3.33                      | 3.33 | 0.0023 #                 |
| AACATCACAGCAAGCTGTGCT    | rno-mir-499*    | 2.25                           | 0.66 | 14.89                               | 2.72   | 15.67                     | 4.74 | 0.0120                   |
| ACAACAAATCACAGTCTGCCAT   | rno-mir-7a-1*   | 0.00                           | 0.00 | 14.76                               | 0.59   | 0.00                      | 0.00 | 4.0919                   |
| TCAGTTATCACAGTGTGATGC    | rno-mir-101a*   | 0.00                           | 0.00 | 13.06                               | 4.26   | 0.00                      | 0.00 | 0.0026                   |
| CTATACAACTTACTACTTTC     | rno-mir-98*     | 0.32                           | 0.32 | 11.37                               | 2.44   | 4.17                      | 4.17 | 0.0405                   |
| GCTGCACTGGATTCTGCTCC     | rno-mir-191*    | 0.76                           | 0.39 | 11.28                               | 1.44   | 7.79                      | 4.17 | 0.0007                   |
| GTGCTACTGAGCTGATATCAG    | rno-mir-24-1*   | 1.84                           | 0.92 | 9.94                                | 1.81   | 16.67                     | 8.82 | 0.2921 #                 |
| ACTGATTCTTTGGTGTTCAG     | rno-mir-29a*    | 1.84                           | 0.92 | 9.05                                | 1.06   | 18.33                     | 9.28 | 0.0011                   |
| CAACAGCAGTCGATGGGCTGC    | rno-mir-21*     | 0.89                           | 0.89 | 8.51                                | 2.51   | 8.33                      | 8.33 | 0.0031                   |
| AACAATATCTGGTGTGAGTG     | rno-mir-338*    | 0.44                           | 0.44 | 7.73                                | 0.89   | 6.67                      | 6.67 | 0.0807                   |
| AATGCACCCGGCAAGATTGG     | rno-mir-501*    | 0.00                           | 0.00 | 6.26                                | 4.91   | 0.00                      | 0.00 | ∞                        |

**Table S5** \* strand miRNA annotated to previously characterised sequences (aligned to miRBase V18) normalised to total annotated sequences (reads per million mapped (RPMM)) for **A** 28 miRNAs with ≥10 reads of the exact mature\* sequence in any one sample prior to normalisation and **B** an additional 30 miRNAs with ≥10 reads grouped on mature\* sequence (allowing for up to 2 mismatches within the sequence and/or 3 additions/deletions from either the 5' or 3' ends) in any one sample prior to normalisation. # indicates fold differences calculated by combining reads for samples with identical mature sequences. Note absence of any miR-501 mature reads.

# Supplementary material for: Distinctive Profile of IsomiR Expression and Novel MicroRNAs in Rat Heart Left Ventricle
**Source:** PLoS One. 2013 Jun 14;8(6):e65809. doi: 10.1371/journal.pone.0065809
**Supplement:** Table S6 — Shortlist of genes relevant to cardiac contractile function predicted to be targeted by the top 16 highest detected miRNAs.

Table S6

Table S6 Cont.

| Gene Name | Protein                                                                   | Function in heart                                                             |
|-----------|---------------------------------------------------------------------------|-------------------------------------------------------------------------------|
| NFATC2    | Nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 2 | Gene expression                                                               |
| P2RX4     | P2X purinoceptor 4                                                        | Ca <sup>2+</sup> signalling                                                   |
| PDGFRA    | Platelet-derived growth factor receptor, alpha polypeptide                | Gene expression                                                               |
| PDGFRB    | Platelet-derived growth factor receptor, beta polypeptide                 | Gene expression                                                               |
| PIAS3     | Protein inhibitor of activated STAT, 3 (kchap)                            | Ion Homeostasis                                                               |
| PLA1A     | Phospholipase A1 member A                                                 | Ca <sup>2+</sup> signalling                                                   |
| PLA2G15   | Phospholipase A2, group XV                                                | Ca <sup>2+</sup> signalling                                                   |
| PLA2G4A   | Phospholipase A2, group IVA (cytosolic, calcium-dependent)                | Ca <sup>2+</sup> signalling                                                   |
| PLA2G6    | Phospholipase A2, group VI (cytosolic, calcium-independent)               | Ca <sup>2+</sup> signalling                                                   |
| PLCB1     | Phospholipase C, beta 1 (phosphoinositide-specific)                       | Ca <sup>2+</sup> signalling                                                   |
| PLCB4     | Phospholipase C, beta 4                                                   | Ca <sup>2+</sup> signalling                                                   |
| PLCD1     | Phospholipase C, delta 1                                                  | Ca <sup>2+</sup> signalling                                                   |
| PLCG1     | Phospholipase C, gamma 1                                                  | Ca <sup>2+</sup> signalling                                                   |
| PLCL1     | Phospholipase C-like 1                                                    | Ca <sup>2+</sup> signalling                                                   |
| PPP3CA    | Protein phosphatase 3, catalytic subunit, alpha (calcineurin)             | Gene expression                                                               |
| PRKAA2    | Protein kinase, AMP-activated, alpha 2 catalytic subunit                  | Ca <sup>2+</sup> signalling                                                   |
| PRKAB2    | Protein kinase, AMP-activated, beta 2 non-catalytic subunit               | Ca <sup>2+</sup> signalling                                                   |
| PRKAG2    | Protein kinase, AMP-activated, gamma 2 non-catalytic subunit              | Ca <sup>2+</sup> signalling                                                   |
| PRKAR1A   | Protein kinase, camp-dependent, regulatory, type I, alpha                 | Ca <sup>2+</sup> signalling                                                   |
| PRKAR2B   | Protein kinase, camp-dependent, regulatory, type II, beta                 | Ca <sup>2+</sup> signalling                                                   |
| PRKCD     | Protein kinase C, delta                                                   | Ca <sup>2+</sup> signalling                                                   |
| PRKCE     | Protein kinase C, epsilon                                                 | Ca <sup>2+</sup> signalling                                                   |
| PRKCH     | Protein kinase C, eta                                                     | Ca <sup>2+</sup> signalling                                                   |
| PRKX      | Protein kinase, X-linked                                                  | Ca <sup>2+</sup> signalling                                                   |
| PTGFR     | Prostaglandin F receptor                                                  | Ca <sup>2+</sup> signalling                                                   |
| SCN3B     | Sodium channel, voltage-gated, type III, beta                             | Action potential (I <sub>Na</sub> )                                           |
| SCN5A     | Sodium channel, voltage-gated, type V, alpha subunit                      | Action potential (I <sub>Na</sub> )                                           |
| SLC8A1    | Plasma membrane Na/Ca exchanger, member 1 (NCX1)                          | Ca <sup>2+</sup> Homeostasis/Action potential/Contraction(I <sub>NaCa</sub> ) |
| SLC9A1    | Plasma membrane Na/H antiporter                                           | Ion Homeostasis                                                               |
| SLC9A6    | Mitochondrial Na/H antiporter                                             | Ion Homeostasis                                                               |
| TBX2      | T-box 2                                                                   | Gene expression                                                               |
| TCF7      | Transcription factor 7                                                    | Gene expression                                                               |
| TPM3      | Tropomyosin 3                                                             | Contraction                                                                   |
| TRPC1     | Transient receptor potential channel, subfamily C, member 1               | Ca <sup>2+</sup> homeostasis (I <sub>NSCC</sub> )                             |
| VDAC1     | Voltage-dependent anion channel 1                                         | Mitochondrial ion homeostasis                                                 |
| VDAC3     | Voltage-dependent anion channel 3                                         | Mitochondrial ion homeostasis                                                 |

TableS6 Shortlist of genes relevant to cardiac contractile function predicted to be targeted by the top 16 highest detected miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

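Small RNA of the epicardium, mid-myocardium and endocardium of 3 rat left ventricles (hearts 6, 7 and 8) was sequenced by the authors as 9 TruSeq libraries and annotated with CLC Genomics Workbench against miRBase. The authors deposited the annotated sequences of each library as RPM over the annotated reads of the library, which the paper writes as RPMM. They deposited a grouped table whose signal is RPM on 2 different totals: * sequences on the annotated reads, the other miRNAs on a smaller total close to the reads that match a mature sequence. The third file the authors deposited holds the raw count of reads of each unannotated sequence, for 13317 sequences with at least 10 reads over the 9 libraries. Which total each column was on was checked on the values themselves: 100% of the read-level and grouped values were whole numbers of reads on the totals found. In the grouped table all 16 values of at least 100000 reads were multiples of 1000.

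Whole reads were recovered from the RPMM values. Annotated reads per library ran from 283991 to 1428025, so the smallest abundance that 3 reads can show ran from 2.10 to 10.6 RPMM. In mid-myocardium, grouped miRNAs were expressed on the total annotated reads, counted as detected with at least 10 reads in at least 1 library, and given as means with SD over hearts. Sequences were aligned to the mature entry with up to 3 nts added or removed at the 5′ end, and the alignment was tested on simulated data. Shares of single libraries carry 95% Wilson intervals. The groups were the layers and hearts that the sample labels name.

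Endocardium was compared with epicardium, 3 libraries against 3, by limma (lmFit and eBayes) on log2(RPMM + 1) with Benjamini-Hochberg adjustment and a threshold of 0.05. A test on counts had been set for count files, with this test as the stated fallback for files in RPMM. Grouped miRNAs and exact mature sequences needed at least 10 reads in at least 1 library, and unique sequences a mean of at least 100 RPMM in either layer. Hearts were compared by limma's F test over all 9 libraries with layer as a covariate. Single values carry an exact two-sided permutation test that ignores the hearts, and beside it one that swaps the layers within hearts, which was added after the data were seen. The pairing comes from the heart number in the sample labels, since each heart gave all 3 layers. On simulated data with the spread of the real libraries and 60 of 298 grouped miRNAs changed 4-fold, limma called 49 of the 60 and 2 unchanged miRNAs, edgeR called 50 and 3, and Baggerley's test 10 and 2. The changes of miR-10b, miR-99b, miR-486 and miR-21 between the layers were smaller than 4-fold, and the simulated libraries shared no heart effect. The simulation therefore does not show how often changes of that size would be called.

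The miRNAs named include those the paper names for the measurement and any entry of its Tables 1 to 3 past the adjusted threshold. For the comparison of hearts they include the 5 with the smallest adjusted p and those with the most unique sequences called. Calls of Baggerley's test and miR-410, singled out after its values were seen, are named as well. Alternatives set before the data were examined covered TMM normalization, DESeq2's size factors and tests, Baggerley's test, heart number as replicate block, all 9 libraries in the fit, filters, grouping, totals, and each library left out in turn. Alternatives chosen after seeing the data covered edgeR's quasi-likelihood test, pseudocounts of 0.1 and 10, limma-trend, the total of the grouped values, the source of the major strand for * sequences, entries of any species for the mature sequence, ranks among rat entries without * sequences, the last nt of miR-10b reads, and reads that match another miRNA equally. The comparisons of hearts on exact mature and on unique sequences were added in the same way, and so was the pooling of the hairpin arms. Heart 8 of mid-myocardium was taken as the sample of Fig. 4 because its read counts match the values shown there.

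R 4.3.3 was used with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The split of isomiRs by hairpin arm was left out because no hairpin sequences were at hand. Measurements by qPCR and fluorescence, target predictions and genomic positions were not analysed here.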

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

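The tests of miR-10b reads were chosen only after the result was seen. The paper reports its isomiR shares for mid-myocardium. Of those also measured in epicardium and endocardium, 3 are taken up here. Each was far above the smallest share the depth can show in these layers. Each group held 3 libraries, too few to test for a single library far from the others.

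miR-1 reads with A at position 17 made up 76.4% in epicardium and 76.8% in endocardium. If errors at single positions were the source, another position was set to show a mismatch share above 1 in 10 of that at position 17, and nt 22 did, with 9.60% in epicardium and 9.22% in endocardium. nt 22 is the last nt, where end variants are counted too, so its share cannot decide this. The next highest share was 0.163% in epicardium and 0.146% in endocardium, both at nt 20. These low shares argue against errors common to all positions, and an error confined to nt 17 was not tested. The share with A at position 17 lay between 74.0% and 80.4% in all 9 libraries of the 3 hearts. No strain variant was tested.

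miR-133a reads without nt 1 made up 51.1% (SD 4.40) in epicardium and 50.5% (SD 3.00) in endocardium. A general loss of 5′ nts would be seen in other miRNAs, and the median share without nt 1 over the other abundant rat miRNAs was 0.518% in epicardium and 0.456% in endocardium. A general loss is therefore not a candidate explanation of its size, and other technical sources such as ligation preference were not tested.

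miR-10b reads with 2 extra 5′ nts made up 87.4% (SD 1.05) in epicardium and 88.5% (SD 1.21) in endocardium. If they were reads of miR-10a filed under miR-10b, most would carry a mismatch to the miR-10b entry, and 94.6% in epicardium and 95.2% in endocardium carried none. No biological explanation was tested for any of the 3 shares.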

How the results depend on the processing

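The alternatives were set before the data were examined, except those said here to be chosen after seeing the data. Over 70 results, 817 alternative values were computed: 725 stayed within the limits set for each kind of result, 66 moved, 8 became weaker, 15 stronger and 3 reversed. The causes of these changes were not tested. The split of isomiRs by hairpin arm was not run, because it needs hairpin sequences.

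Between endocardium and epicardium, 0 of 298 grouped miRNAs (8 at an unadjusted p under 0.05), 0 of 169 exact mature sequences (8) and 0 of 562 unique sequences (8) passed the adjusted threshold. Baggerley's test called 2 grouped miRNAs and 1 unique sequence. For exact mature sequences, heart number as replicate block gave 5 calls, the block with TMM normalization gave 1, and the fits that each left out one library gave from 0 to 2. The other alternatives gave 0 calls in the 3 comparisons. Of 297 alternative values of the log2 fold changes of named miRNAs and sequences, 3 were reversed. Leaving out 1 library at a time, miR-21 ran from -0.061 to 0.23 and miR-99b from -1.51 to 0.41, with miR-99b at 0.026 without epicardium of heart 8. Each such fit leaves a heart in 1 layer only, and miR-99b was lower in endocardium in 3 of 3 hearts. Their adjusted p lay between 0.952 and 1.00 for miR-21 and between 0.960 and 0.999 for miR-99b.

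Among hearts, 1 of 304 grouped miRNAs passed the adjusted threshold, 0 with TMM normalization (36 at an unadjusted p under 0.05), 0 with layer left out of the model (36), 13 with DESeq2's likelihood ratio test and 5 with edgeR's filterByExpr. The fits that each left out one library gave from 0 to 5. Chosen after seeing the data, edgeR's quasi-likelihood test gave 8 and a pseudocount of 10 gave 8. Also chosen after seeing the data, the comparison of exact mature sequences gave 0 of 174 (21 at an unadjusted p under 0.05), 2 with TMM normalization, 3 with DESeq2's size factors, 5 with edgeR's test, 4 with a pseudocount of 10 and from 0 to 5 with a library left out. That of unique sequences gave 33, and from 0 to 40 with a library left out. Adjusted p of the 5 named miRNAs had 75 alternative values, of which 8 were weaker and 15 stronger.

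In mid-myocardium, the 68 miRNAs of other species became 30 when 10 reads were required in all 3 libraries and 15 by the exact mature sequence, and the 60 * sequences became 32 and 29. With reads summed over the 3 libraries the numbers were 80 and 67, and with reads regrouped by annotated name 77 and 60. The 9 * sequences above their major strand became 16 with the read-level table, chosen after seeing the data. The rat share at 22 nts was 88.0% among annotated reads. The share of miR-133a reads without nt 1 was 51.1% in epicardium and 50.5% in endocardium, against 53.8%. Counting sequences with at least 10 reads gave 10.7% and 89.3% of miR-10b reads with 1 and with 2 extra nts. The share of miR-10b reads that end at the canonical position was 8.28%, and 4.68% with the last nt unchanged, chosen after seeing the data. For the pooled arms, chosen after seeing the data, the 5′ share of 9.91% became 12.2% without the most abundant miRNA, 8.08% with equal weight per miRNA, 8.46% in epicardium and 8.05% in endocardium, and the 3′ share of 53.0% became 64.9% without the most abundant miRNA and 55.8% with equal weight. Among abundances and ranks 9 of 145 alternative values moved, 2 of them (miR-143 to 3 and miR-21 to 30) by ranking rat entries without * sequences, chosen after seeing the data, and among exact shares 8 of 74. With 283991 annotated reads, heart 6 of mid-myocardium limits what its library can show to 10.6 RPMM.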

Differences from the paper's values

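The number of * sequences more abundant than their major strand was 9 here against the paper's 16. No alternative for this result was set before the data were examined, and the one that gave 16, taking the major strand also from the read-level table, was chosen after seeing the values. The paper's Table S5 gives folds above 1 for miR-421*, miR-503*, miR-582*, miR-296*, miR-136*, miR-7a-1* and miR-547*. Their major strands are not listed in the grouped table, so the 9 come from a narrower rule than the paper's. The annotated and deposited unannotated reads of mid-myocardium, 3578396 as a whole, exceed the paper's total. The share of reads annotated to rat entries at 22 nts, 84.3%, was above the paper's.

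The paper describes the leading miR-143 isomiR as carrying an added A at its last position, and here the leading sequence was TGAGATGAAGCACTGTAGCTCT (A22T, counted from 1 at the 5′ end of the mature sequence) with 32.3% of the reads. The paper places miR-21 higher in its ranking of mid-myocardial miRNAs, and here it ranked 35, between 32 and 37 when 1 heart was left out. Among rat entries without * sequences it ranked 30, as in the paper, by an alternative chosen after seeing the values, which moved miR-1 from 28, the paper's rank, to 25. The paper puts miR-143 among the miRNAs above its highest abundance limit, and here its mean was 98836 RPMM, the same as in the paper's Table S3, so the difference is with its text. It was above that limit, as 1 of 4 miRNAs, with the total over rat entries, without heart 6, and with the deposited grouped values, the last chosen after seeing the values. Without heart 8 it was also above the limit (104503 RPMM), as 1 of 3, because miR-133a was then below it (96016). The paper marks a sequence of bta-miR-2478 as differing between the layers, and here its log2 fold change was -1.25 (lower in endocardium in 3 of 3 hearts) with an adjusted p of 0.998 by limma and of 0.909 by Baggerley's test (0.0568 unadjusted). Footnotes of the paper's Tables 1 and 2 also give P limits by Baggerley's test, but the text used here does not keep which entries carry them. By that test as run here, 0 entries of each of Tables 1, 2 and 3 had an adjusted p under 0.05, and 3, 4 and 2 had an unadjusted p under 0.05. Settings that called entries of the paper's tables were heart number as replicate block, for miR-200b, miR-31, miR-410, hsa-miR-4492 and miR-547* among exact mature sequences, the block with TMM normalization for miR-547*, and the fit without endocardium of heart 7 for miR-410 and miR-547*. Of these, miR-200b, miR-31 and miR-547* were near or under the smallest abundance that 3 reads can show in 1 of the layers.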

Other observations

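Of the tests below, those of depth, of abundant sequences and of shared reads were chosen only after the result was seen. Among the 4 splits of the 6 epicardial and endocardial libraries that part both libraries of each heart, 4 of 4 gave at least as many grouped miRNAs with an adjusted p-value under 0.05 as the real one, and so did 4 of 4 for exact mature and 4 of 4 for unique sequences. The real split gave 0 each time (8 grouped miRNAs at an unadjusted p under 0.05), so no split could give fewer and these shares show nothing. At an unadjusted p under 0.05, 3 of the 4 splits gave at least the 8 grouped miRNAs of the real one. The other splits put both libraries of a heart on the same side and were not compared. So few splits cannot show that a count is unusual. With heart number as replicate block, the log2 fold change of miR-10b was -1.58 with an adjusted p of 0.986, and its adjusted p over the settings run lay between 0.840 and 0.999.

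Hearts were compared over all 9 libraries with layer in the model, by limma's F test. Of 304 grouped miRNAs 1 passed the adjusted threshold, eca-miR-1271 (adjusted p 0.0345, range 6.18e-05 to 0.352 over its alternatives), with heart means of 0.381, 22.5 and 33.4 RPMM in hearts 6, 7 and 8. The next were cfa-miR-1271, miR-144, miR-99b and miR-100, each with an adjusted p of 0.0709, and all 5 were lowest in heart 6. Of 562 unique sequences 33 passed, on a comparison chosen after seeing the data, and 30 of them were lowest in heart 6. By miRNA they included 6 sequences of miR-99b, 5 of miR-125a and 4 of miR-100. Of the 36 regroupings of the 9 libraries into 3 groups with 1 library of each layer, the real one included, 4 gave as many grouped miRNAs past the adjusted threshold, 3 as many at an unadjusted p under 0.05, and 3 as many unique sequences. Any miRNA or sequence past the adjusted threshold was found only in the 4 regroupings that keep the 3 libraries of heart 6 together (1 to 8 grouped miRNAs, 30 to 42 unique sequences), and the other 32 gave 0. The regroupings that reached the real number thus hold the difference of heart 6 themselves, and their share cannot settle whether the hearts differ. After every library was thinned to 283991 reads, 28 of the 33 sequences passed again, and 25 of the 33 were at least 3 mismatches from every exact mature sequence of another miRNA. Depth and reads shared within a family thus each leave most of the 33 unexplained. With TMM normalization 31 of the 33 passed, but its factors lay between 0.943 and 1.04 and hardly moved the values, so this says little about an effect of a few abundant sequences. The design gives no condition that differs between hearts, and no biological explanation was tested.

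In the grouped table, 16 values of at least 100000 reads were all multiples of 1000, such as miR-22 in endocardium of heart 6 with 117000 reads against 116844 in the read-level table. The name mmu-miR-5115 stands on more than 1 line of that table.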
